# Yeast NDI1 reconfigures neuronal metabolism and prevents the unfolded protein response in mitochondrial complex I deficiency

**DOI:** 10.1371/journal.pgen.1010793

**Published:** 2023-07-03

**Authors:** Lucy Granat, Debbra Y. Knorr, Daniel C. Ranson, Emma L. Hamer, Ram Prosad Chakrabarty, Francesca Mattedi, Laura Fort-Aznar, Frank Hirth, Sean T. Sweeney, Alessio Vagnoni, Navdeep S. Chandel, Joseph M. Bateman

## Abstract

Mutations in subunits of the mitochondrial NADH dehydrogenase cause mitochondrial complex I deficiency, a group of severe neurological diseases that can result in death in infancy. The pathogenesis of complex I deficiency remain poorly understood, and as a result there are currently no available treatments. To better understand the underlying mechanisms, we modelled complex I deficiency in *Drosophila* using knockdown of the mitochondrial complex I subunit ND-75 (NDUFS1) specifically in neurons. Neuronal complex I deficiency causes locomotor defects, seizures and reduced lifespan. At the cellular level, complex I deficiency does not affect ATP levels but leads to mitochondrial morphology defects, reduced endoplasmic reticulum-mitochondria contacts and activation of the endoplasmic reticulum unfolded protein response (UPR) in neurons. Multi-omic analysis shows that complex I deficiency dramatically perturbs mitochondrial metabolism in the brain. We find that expression of the yeast non-proton translocating NADH dehydrogenase NDI1, which reinstates mitochondrial NADH oxidation but not ATP production, restores levels of several key metabolites in the brain in complex I deficiency. Remarkably, NDI1 expression also reinstates endoplasmic reticulum-mitochondria contacts, prevents UPR activation and rescues the behavioural and lifespan phenotypes caused by complex I deficiency. Together, these data show that metabolic disruption due to loss of neuronal NADH dehydrogenase activity cause UPR activation and drive pathogenesis in complex I deficiency.

## Author summary

Mutations in the mitochondrial NADH dehydrogenase cause complex I deficiency, a mitochondrial disease characterised by severe neurological problems and death in the first years of life. To understand the underlying mechanisms, we modelled complex I deficiency in the fruit fly *Drosophila*. Flies with complex I deficiency in neurons have problems with movement, seizures and severely reduced lifespan. Complex I deficiency in *Drosophila* neurons causes altered mitochondrial morphology and reduced contacts between the mitochondria and endoplasmic reticulum but does not affect ATP levels. Moreover, a stress signalling pathway called the unfolded protein response (UPR) is activated in complex I deficient neurons. Complex I deficiency also alters metabolism in the brain. Remarkably, restoring the NADH dehydrogenase activity but not the proton pumping ability of complex I in neurons, by expressing the yeast NDI1 enzyme, restores mitochondrial morphology, prevents UPR activation and rescues the behavioural and lifespan phenotypes in complex I deficient flies. Our data suggest that metabolic disruption due to loss of neuronal NADH dehydrogenase activity drive pathogenesis in complex I deficiency.

## Introduction

Mitochondrial NADH dehydrogenase-ubiquinone oxidoreductase (complex I) plays essential roles in oxidative phosphorylation (OXPHOS), NADH oxidation and reactive oxygen species (ROS) generation. Mutations in complex I subunits cause complex I deficiency, a clinically heterogenous disorder that frequently results in severe neurological symptoms and death in infancy [1]. Mutations in the complex I genes NDUFS4 and NDUFS1 commonly lead to Leigh syndrome, an aggressive form of complex I deficiency [2]. In mice, knockout of *Ndufs4* specifically in the brain recapitulates the severe motor, seizure, neuroinflammatory and lifespan phenotypes associated with Leigh syndrome [3], indicating that symptoms are driven by loss of complex I activity in the nervous system.

Perturbed mitochondrial function triggers mitochondrial stress signalling pathways. Mitochondrial stress signalling enables mitochondria to communicate with the nucleus and reprogram nuclear gene expression [4–6]. Mitochondrial stress signalling can act through different mechanisms, depending on the context. In higher eukaryotes, a common target of mitochondrial stress signalling is activating transcription factor 4 (ATF4) [7–9]. ATF4 can be activated downstream of the endoplasmic reticulum unfolded protein response (UPR), or the integrated stress response (ISR). Importantly, targeting stress signalling pathways, including the UPR and ISR, has shown therapeutic potential in animal models [10,11].

Animal models of mitochondrial disease have provided valuable insights into disease mechanisms. Mouse and *Drosophila* complex I deficiency models have replicated several aspects of the human disease [3,12–16]. However, animal models have not previously been exploited to examine mitochondrial stress signalling in complex I deficiency. Here we interrogate a new neuron-specific *Drosophila* model of mitochondrial complex I deficiency. Knockdown of the complex I subunit ND-75 (NDUFS1) in neurons causes neurological phenotypes including climbing and locomotor defects, seizures and greatly reduced lifespan. ND-75 knockdown in neurons does not affect ATP levels but perturbs mitochondrial morphology, causes reduced endoplasmic reticulum (ER)-mitochondria contacts and triggers the UPR, including activation of ATF4. Loss of ND-75 also alters cellular metabolism and perturbs the TCA cycle. Expression of the single subunit yeast NADH dehydrogenase NDI1 in neurons, which facilitates the TCA cycle, rescues the aberrant mitochondrial morphology and loss of ER-mitochondria contacts resulting from ND-75 knockdown. UPR activation and ATF4 expression are also prevented by NDI1 expression. Moreover, NDI1 almost completely rescues the severe behavioural and lifespan phenotypes caused by ND-75 knockdown. Metabolomic analysis shows that NDI1 expression reverses the changes in specific metabolites caused by ND-75 knockdown, including increased levels of the neurotransmitter GABA. Collectively, this study provides novel insight into the mechanisms underlying the neurological manifestations of mitochondrial complex I deficiency.

## Results

### Knockdown of ND-75 in Drosophila neurons models mitochondrial complex I deficiency

Mutations in *NDUFS1* cause complex I deficiency and Leigh syndrome [2,17]. Complex I initiates the electron transport chain, accepting electrons from NADH which then pass through the complex to ubiquinone. The subunits that form complex I are grouped into 3 modules: N, P and Q. NDUFS1 is an [Fe-S] cluster containing subunit involved in electron transfer that lies within the N module of the complex [18]. To model complex I deficiency in *Drosophila* we used a previously validated short hairpin RNAi (HMS00853) targeting the *Drosophila* NDUFS1 homolog ND-75 [19]. We confirmed that ND-75 knockdown (hereafter referred to as ND-75^KD^) ubiquitously in adult flies using the GeneSwitch system [20] strongly reduced *ND-75* mRNA expression and caused an ~87% reduction in mitochondrial NADH dehydrogenase activity (S1A and S1B Fig). The ND-75 RNAi alone caused a significant reduction in ND-75 expression indicating leaking expression of the transgene (S1A Fig). Ubiquitous ND-75^KD^ also significantly reduced the expression of ND-30 (S1C–S1E Fig), the orthologue of mammalian NDUFS3 and a component of Q module of complex I [21], suggesting collapse of the whole complex, and mirroring what has previously been observed with ND-75^KD^ in *Drosophila* muscle [21].

Motor impairments are frequently reported in complex I deficiency patients [22]. Pan-neuronal ND-75^KD^ using *nSyb-GAL4* caused late pupal lethality, but dampening GAL4 activity by combining *nSyb-GAL4* with *Tub-Gal80*^*ts*^ at 25°C resulted in viable adult flies that were almost completely unable to climb (Fig 1A). Similar results were obtained with an independent non-overlapping ND-75 short hairpin RNAi (HMS00854) (S1H Fig). Although the ND-75 RNAi was leaky and caused reduced ND-75 expression this had no effect on climbing ability, whereas ubiquitous ND-75^KD^ caused a strong reduction in climbing ability (S1A, S1F, and S1G Fig).

**Fig 1:**
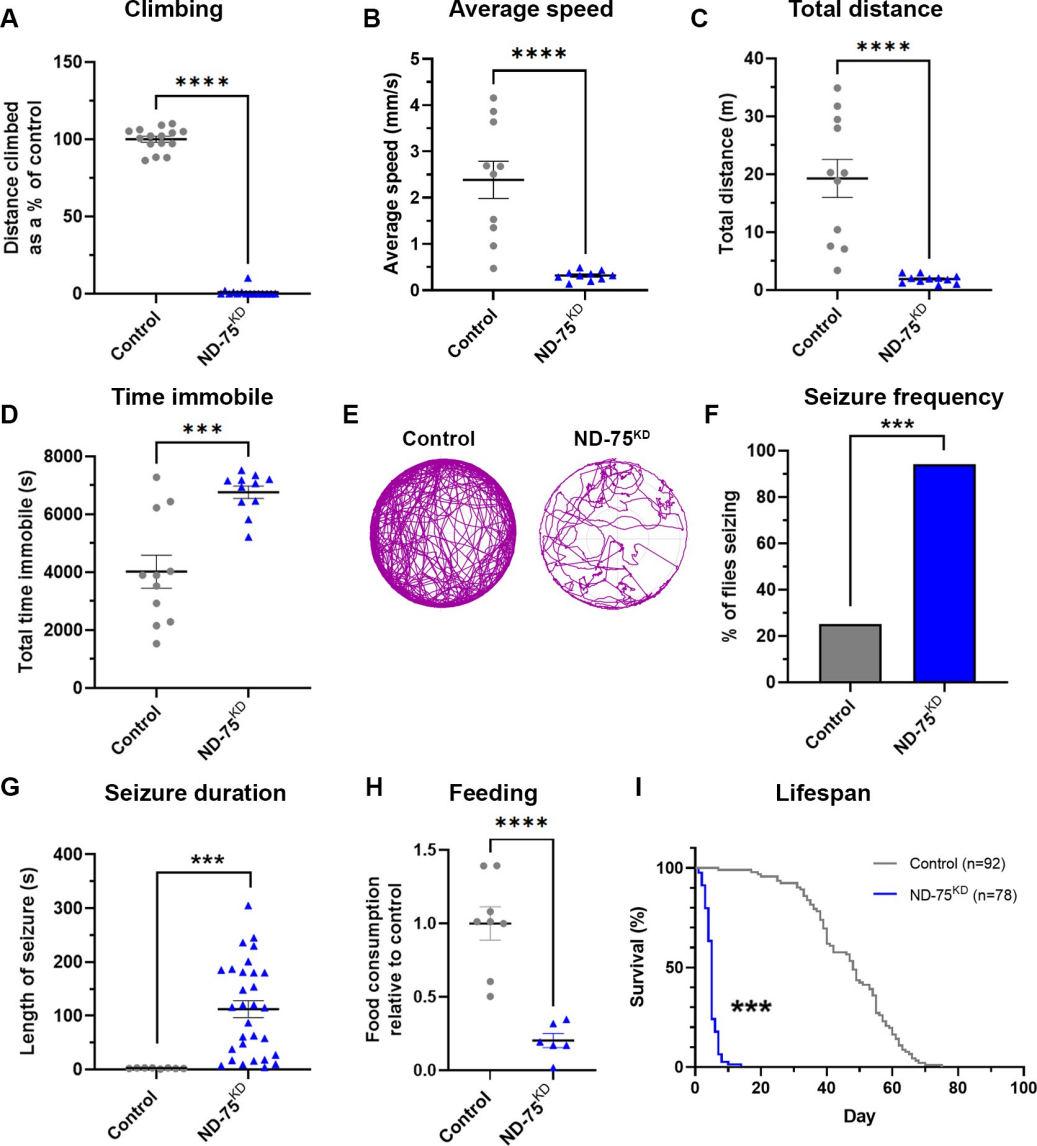
ND-75^KD^ flies have reduced mobility, seizures and decreased lifespan. (A) ND-75^KD^ flies are almost completely unable to climb. Control n = 15, ND-75^KD^ n = 15 flies. (B-D) In an 135 min open field assay, ND-75^KD^ flies have reduced average speed (B), move a shorter total distance (C) and spend more time immobile (D) Control n = 11, ND-75^KD^ n = 11 flies. (E) Example open field track plot of control and ND-75^KD^ flies. (F, G) ND-75^KD^ flies have more seizures than controls (F), which last up 4–5 mins in some cases (G) Control n = 8, ND-75^KD^ n = 30 flies. (H) Food consumption over 24 hours is reduced in ND-75^KD^ flies. Control n = 8, ND-75^KD^ n = 6 feeding assay containers. (I) Lifespan is greatly reduced in ND-75^KD^ flies. ND-75 RNAi expressed using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Controls are *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. Control n = 92, ND-75^KD^ n = 78. 1 day old male flies were used in (A)-(E), 1 day old males and females were used in (F)-(H). Males flies were used in (I). Data are represented as mean ± SEM and were analysed using the Student’s unpaired t test, Chi-squared for seizure frequency, or log-rank test for survival curve. ***p < 0.001. ****p < 0.0001.

To further analyse this locomotor phenotype we next measured open-field behaviour in pan-neuronal ND-75^KD^ flies. The average speed and total distance moved by ND-75^KD^ flies was dramatically reduced, and immobility was increased compared to control flies (Fig 1B–1E). Together, these data demonstrate that ND-75^KD^ flies have severe motor dysfunction.

Alongside motor impairments, seizures are a common symptom of complex I deficiency [23,24]. Using a mechanical stress-induced seizure assay we found that pan-neuronal ND-75^KD^ flies had a dramatic seizure phenotype, with 94% of flies developing seizures, which were significantly longer than controls and, in some cases, lasting four to five minutes (Fig 1F and 1G). Feeding problems are also common in complex I defiency patients [17] and we found that food intake was significantly reduced in ND-75^KD^ flies (Fig 1H). Together with severe neurological symptoms, complex I deficiency patients typically die within the first few years of life [17,25]. Consistent with this, pan-neuronal ND-75^KD^ flies had dramatically reduced lifespan, with a median survival of five days, compared to 48 days for controls (Fig 1I). Overall, these data show that neuronal-specific loss of ND-75 in *Drosophila* models the severe neurological manifestations of complex I deficiency.

### ND-75^KD^ causes reduced neuronal ER-mitochondrial contacts

Mitochondria in fibroblasts isolated from patients with complex I deficiency are fragmented and have significantly altered morphology [26,27]. We therefore investigated the effect of complex I deficiency on mitochondrial morphology in neurons. Using super-resolution microscopy, we found that ND-75^KD^ in larval motor neurons led to striking alterations to the normal reticular mitochondrial morphology a 76% increase in mitochondrial number and a significant increase in mitochondrial volume (Fig 2A–2D). At the ultrastructural level, neuronal ND-75^KD^ did not obviously perturb mitochondrial cristae morphology in larval neurons or the adult brain (Figs 2H, 2I, 6G, and 6I).

**Fig 2:**
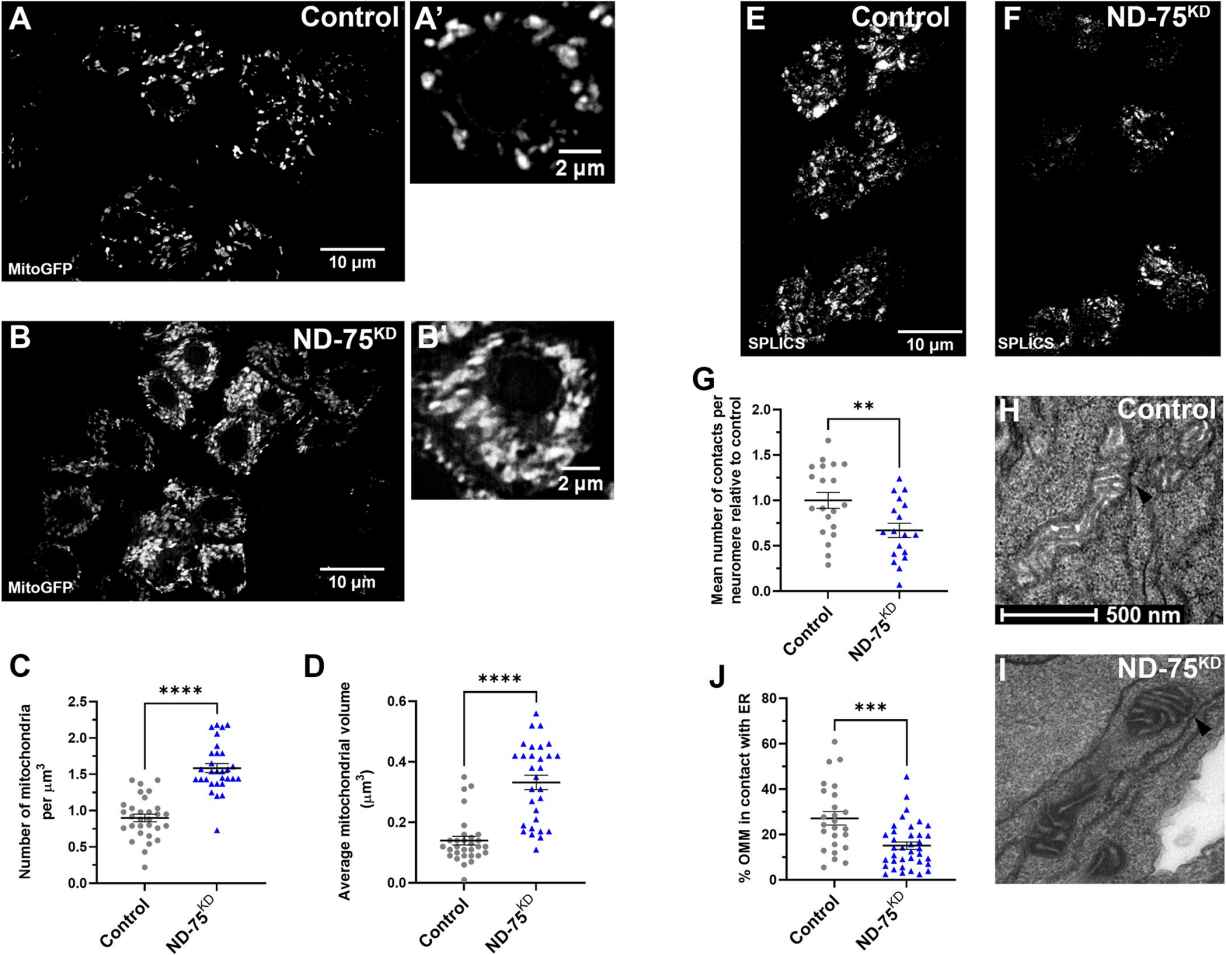
ND-75^KD^ in larval neurons causes aberrant mitochondrial morphology and reduced ER-mitochondria contacts. (A, B) Expression of mitochondria-targeted GFP (mitoGFP) to visualise mitochondria in control (A) or ND-75 knockdown (B) larval motor neurons using *OK371-Gal4*. Images were taken using iSIM. (C, D) Quantification of mitochondrial number and volume in larval motor neurons with ND-75 knockdown using *OK371-Gal4*. Control n = 30, ND-75^KD^ n = 30 ROIs (E, F) Visualisation of ER-mitochondria contacts by split-GFP-based contact site sensor (SPLICS) expression in control (E) or ND-75 knockdown (F) larval motor neurons using *OK371-Gal4*. (G) Quantification of SPLICS puncta. Control n = 20, ND-75^KD^ n = 18 neuromeres (H, I) Transmission electron microscopy images of mitochondria in larval CNS tissue from control or with pan-neuronal ND-75 knockdown (using *nSyb-Gal4*). Arrowheads indicate ER-mitochondria contacts. (J) Quantification of ER-mitochondria contacts. Control n = 25, ND-75^KD^ n = 37 mitochondria. Controls are *OK371-Gal4* or *nSyb-Gal4* hemizygotes. Data are represented as mean ± SEM and were analysed using the Student’s unpaired t test. **p<0.01, ***p < 0.001, ****p < 0.0001.

To determine the effect of ND-75 loss on ATP synthesis, we used the Förster resonance energy transfer (FRET)–based ATP biosensor AT-NL [28], which we previously validated [29]. In neurons, as expected, AT-NL produced a significantly higher FRET signal than the AT-RK control probe that does not sense ATP (S2A–S2C Fig). ND-75^KD^ did not alter the AT-NL probe FRET signal in neurons (S2D–S2F Fig), indicating that loss of ND-75 does not affect ATP levels in neurons. Similarly, whole heads from flies with pan-neuronal ND-75^KD^ did not show any change in ATP levels (S2G Fig).

Changes to mitochondrial morphology lead to alterations in ER-mitochondria contacts [30,31]. Depending on the cell-type, it is estimated that ~5–35% of the mitochondrial network surface is in close proximity to the ER [32,33]. At sites of contact, mitochondria and the ER physically interact through the formation of tethering complexes [34]. ER-mitochondria contacts play vital roles in processes including Ca^2+^ homeostasis, mitochondrial fission, autophagy and lipid transfer. In neurons, disturbance of these contacts is strongly associated with altered cellular signalling and disease [35,36]. Therefore, we next assessed whether ER-mitochondria contacts are affected in ND-75^KD^ neurons. To do this, we generated flies expressing the split-GFP-based contact site sensor (SPLICS) [31]. SPLICS consists of an ER membrane-bound moiety and a mitochondrial membrane-bound moiety, which reconstitute to form a functional GFP protein when the ER and mitochondria are close enough (8–50 nm) to establish contacts. Mitochondrial morphological changes that alter ER-mitochondrial contacts are detected by SPLICS probes [30,31]. In neuronal cell bodies our SPLICS probe localised to puncta that were significantly reduced by knockdown of the ER-mitochondria tethering protein IP_3_R [37], validating this tool (S3A–S3C Fig). ND-75^KD^ in larval motor neurons caused a significant reduction in the number of SPLICS puncta (Fig 2E–2G), suggesting reduced ER-mitochondria connectivity. We confirmed this finding in the larval nervous system at the ultrastructural level using transmission electron microscopy (Figs 2H–2J,). These data suggest that the dramatic alteration in mitochondrial morphology resulting from ND-75 knockdown significantly reduces ER-mitochondria contacts.

### The UPR is activated in ND-75^KD^ flies

Disruption of ER-mitochondria contacts has detrimental consequences for ER function, triggering ER stress and activation of the unfolded protein response (UPR), a stress signalling pathway [38,39]. Furthermore, the UPR contributes to disease progression in animal models of neurodegenerative disease [11]. To investigate whether the UPR is activated in ND-75^KD^ flies, we analysed expression of the UPR transcription factor ATF4. ATF4 is not normally expressed in the *Drosophila* brain but ND-75^KD^ in neurons caused strong activation of ATF4 expression in the larval CNS and in the adult brain (Fig 3A, 3B, 3E and 3F). Induction of the UPR activates protein kinase R-like endoplasmic reticulum kinase (PERK), resulting in ATF4 up-regulation through the phosphorylation of the translation initiation factor eIF2α [39]. Consistent with this, ND-75^KD^ increased phosphorylated eIF2α levels in neurons, and knockdown of PERK abrogated ATF4 activation by ND-75^KD^ (Fig 3C, 3D and 3G–2J). Therefore, complex I deficiency activates ATF4 via the UPR in neurons.

**Fig 3:**
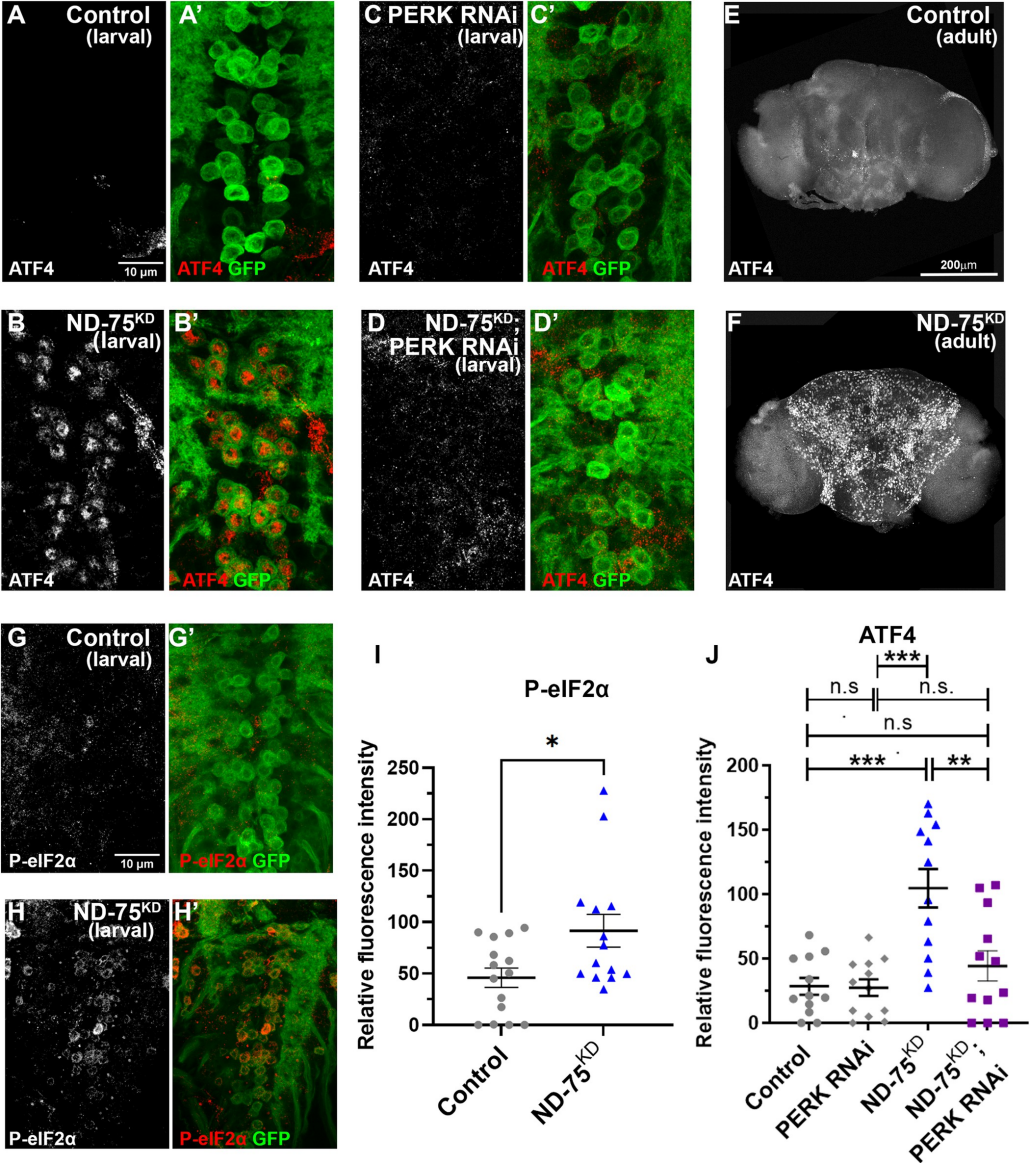
ND-75^KD^ in larval and adult neurons activates the UPR. (A-D) ATF4 (red) expression in control (A) or ND-75^KD^ (B), PERK knockdown (C), or ND-75^KD^ with PERK knockdown (D) larval motor neurons using *OK371-Gal4*. CD8-GFP (green) expression labels motor neurons. (E, F) ATF4 expression in control (E) or pan-neuronal ND-75^KD^ (F) adult brain tissue using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. (G, H) Phospho-eIF2α (P- eIF2α, red) expression in control (G) or ND-75^KD^ (H) larval motor neurons using *OK371-Gal4*. CD8-GFP (green) expression labels motor neurons. (I) Quantification of Phospho-eIF2α expression. Control n = 15, ND-75^KD^ n = 14 larval CNS. Student’s t test. (J) Quantification of ATF4 expression. n = 12 larval CNS for all genotypes. 1 day old male and female flies were used in all panels. Data were analysed using ANOVA with Tukey’s posthoc test. Controls are *OK371-Gal4* or *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. Data are represented as mean ± SEM. n.s. not significant, *p<0.05, **p<0.01, ***p < 0.001.

To independently test the consequences of UPR activation in the nervous system we expressed dominant negative forms of the ER chaperone Hsc70-3 (GRP78, BiP), which ectopically activates the UPR [40]. Pan-neuronal expression of Hsc70-3^D231S^ caused pupal lethality, while expression of Hsc70-3^K97S^ caused a climbing defect (S3D Fig). This finding is consistent with the idea that activation of the UPR contributes to neuronal dysfunction in ND-75^KD^ flies.

### Transcriptional and metabolic disruption in ND-75^KD^ flies

Mitochondrial stress signalling enables mitochondria to reprogramme nuclear gene expression, impacting a wide range of cellular functions [5]. 

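RNA was sequenced from whole heads of 2 day old flies, with 4 libraries from ND-75 KD flies and 4 from controls and 20 heads (10 male and 10 female) in each library. ND-75 RNAi was driven in neurons with *nSyb-Gal4*, and a head library also holds RNA from glia, fat body, muscle and other cells that the driver does not target. In adult flies the paper reports lower ND-75 from the RNAi line without a driver, which it takes as leaky expression. By their labels the control libraries lack that line, so knockdown outside neurons is not separated from knockdown in neurons. The paper's text and legends give the driver as *Tub-Gal80* ts; *nSyb-Gal4*, whereas the sample labels name *nSyb-Gal4* with or without the ND-75 RNAi line and do not name *Tub-Gal80* ts. Each library is a separate pool of heads, and the paper's text does not say whether the pools came from separate crosses, so p values measure the spread between pools. The authors cleaned the paired-end reads with fastp, mapped them with HISAT2 to the Ensembl 102 genome, counted reads per gene with featureCounts and tested the counts with DESeq2. Counts summed to between 21758154 and 24680283 in the control libraries (median 23541684) and between 17448199 and 24071517 in the ND-75 KD libraries (median 19669600). From these counts, 9986 of the 13982 genes in the authors' table were tested here with edgeR's quasi-likelihood test after TMM normalization, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Log2 fold changes are ND-75 KD over control, and levels are TMM-normalized CPM. The first principal component held 60.2% of the variance and separated the genotypes. Control replicate 2 stood apart from the other control libraries along the second component, which held 18.3%. The mitochondrial large ribosomal RNA made up 23.9% of the counts of Control replicate 2 and 4.58% to 9.00% of the other libraries. Log2 fold changes also rose with gene length, with a median of −0.37 among the tenth of genes up to 801 bases long and 0.23 among the tenth from 5882 bases. Spearman's rho between fold change and length was 0.35 across genes, which are not independent replicates, and 0.20 without Control replicate 2. The paper's text names no strand setting for counting, so reads of genes that overlap on opposite strands are treated as not separable. Overlap here means overlapping spans from gene start to gene end, introns included. Whether exons overlap was not checked.

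**Figure D1:**
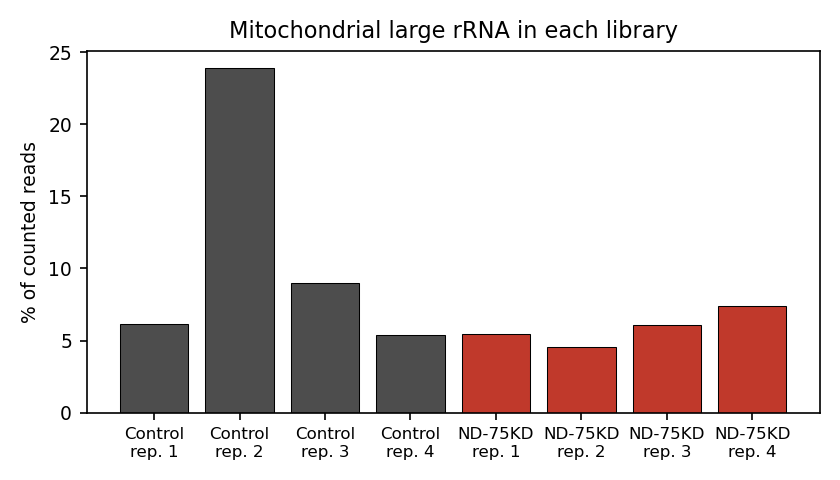
Share of counted reads assigned to the mitochondrial large ribosomal RNA (y axis, percent) in each of the 8 libraries (x axis, control in gray, ND-75 KD in red, 1 bar per library). Control replicate 2 reaches 23.9% and the other 7 libraries lie between 4.58% and 9.00%.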

To gain insight into the transcriptional changes induced by mitochondrial complex I deficiency in neurons we performed transcriptomic analysis of head tissue from ND-75^KD^ flies. 

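ND-75 itself, which lies on the minus strand of chromosome X from 8248651 to 8251687 (FBgn0017566), was lower in ND-75 KD heads, at 306 ± 16.0 CPM (SD, n = 4) against 626 ± 64.9 CPM (SD, n = 4) in controls. This is a log2 fold change of −1.03 (standard error 0.11, adjusted p = 1.48e-04 from edgeR's quasi-likelihood test), and every ND-75 KD library lay below every control library. In all, 1429 genes were higher and 1885 genes were lower in ND-75 KD heads. Ldh, which interconverts pyruvate and lactate, rose from 26.3 ± 11.4 to 483 ± 44.0 CPM (SD, n = 4 each), a log2 fold change of 4.21 (standard error 0.31). Other genes with large increases were Adh, encoding alcohol dehydrogenase, the antimicrobial peptide gene DptA, the cytochrome P450 gene Cyp6a17 and CG11313, with log2 fold changes of 5.56, 6.58, 6.48 and 6.97. In control libraries these lay at 0.123 to 0.989, 0.368 to 3.25, 0.0706 to 0.287 and 0.123 to 0.283 CPM in this order. At so few control reads the size of these changes is uncertain. Adh overlaps a gene on the other strand. The small heat shock gene Hsp27, which also overlaps a gene on the other strand, fell by 3.77 on the log2 scale, and the yolk protein gene Yp3 fell by 2.97. CG3397 had 26.6 ± 9.05 CPM (SD, n = 4) in controls and 1 read in 1 of the ND-75 KD libraries. Adjusted p for these genes ranged from 3.90e-08 (Cyp6a17) to 5.46e-04 (Yp3) by edgeR's quasi-likelihood test. The groups did not overlap for 3613 of the tested genes, against 2.86% of genes by chance, and 2982 of the 3314 called genes were among them. The genotypes also differed at y, v and sev, marker genes of the RNAi stock, with log2 fold changes of 4.23, −1.94 and −0.69. Counts fell to 696 higher and 1121 lower genes when changes were tested against a fold of 1.2, and to 931 higher genes without ND-75 KD replicate 3.

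**Figure D2:**
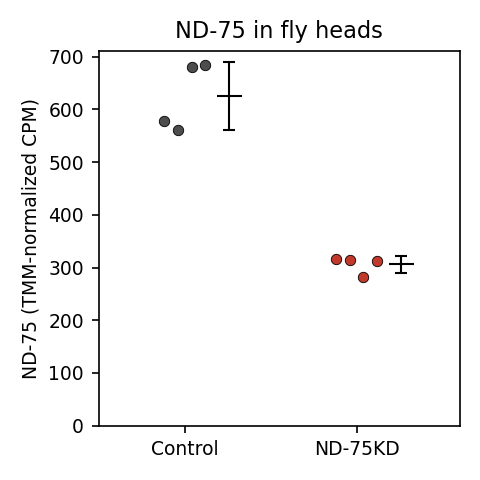
Normalized ND-75 level in CPM (y axis) in each control and ND-75 KD library (points), with the mean and SD of the 4 libraries of each genotype beside them. The ND-75 KD libraries lie between 282 and 316 CPM and the control libraries between 562 and 684 CPM.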

The expression of 1694 genes were significantly increased, and 2017 genes were significantly decreased in ND-75^KD^ flies (S1 and S2 Tables), indicating a strong mitochondrial stress induced transcriptional response. 

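Among 529 tested genes annotated as transcription factors, 118 were higher and 30 were lower in ND-75 KD heads, and the list was enriched among higher genes (22.3% against 14.3% of all tested genes, one-sided Fisher's exact test, adjusted p = 2.97e-06). Adjusted over the list alone, 111 were higher and 27 lower. The higher ones fell to 77 and 74 without ND-75 KD replicates 2 and 3, and the lower ones to 18, 19, 17 and 19 without Control replicate 3 and ND-75 KD replicates 1, 3 and 4. aop, an ETS repressor of receptor tyrosine kinase signalling, had a log2 fold change of 1.46 (standard error 0.15, adjusted p = 1.12e-04 from edgeR's quasi-likelihood test), and hb, a zinc finger factor of neuroblast timing, 1.15 (standard error 0.14). CG9705 rose by 0.80 on the log2 scale. Of 29 genes of ubiquitin ligases, 16 were higher and 2 were lower (18 and 2 when adjusted over the list alone, Fisher's exact test for higher genes, adjusted p = 3.23e-06), with 10, 9 and 9 higher without Control replicate 3 and ND-75 KD replicates 2 and 3. They included Ubr1 (0.69), poe (0.82), another gene of the UBR family, and EloA (0.64), each of which overlaps a gene on the other strand, as aop and Rpn7 do. The 2 lower members were EloB (−0.51) and EloC (−0.45), which encode elongin subunits, and EloC was not called once the trend with gene length was removed (−0.12). Of 35 proteasome genes, 6 were higher, among them Rpn5 (0.81) and Rpn7 (0.65), which encode lid subunits of the 19S particle, and 1 was lower, Rpt4R (−0.55), with 5 higher when adjusted over the list alone. Control replicate 4 lay below the other controls for Rpn5 (102 against 214 to 240 CPM) and Rpn7 (80.5 against 143 to 174 CPM), and without it the log2 fold changes were 0.59 and 0.46, with both genes still called. Rpn5 was not called without ND-75 KD replicate 3 (0.75), and Rpn7 was not without ND-75 KD replicate 1, 3 or 4 (0.62 to 0.65). Neither passed a test against a fold of 1.2. Higher proteasome genes numbered 10 without Control replicate 2 or 3, 2 without ND-75 KD replicate 1 or 2, 1 without ND-75 KD replicate 4 and none without ND-75 KD replicate 3. Rpt4R was not called once the length trend was removed (−0.40) or when any library except Control replicate 2 and ND-75 KD replicate 3 was left out (−0.58 to −0.46). Proteasome genes were not enriched among higher genes (Fisher's exact test, adjusted p = 0.815), and 20 were higher once the trend with gene length was removed. With an estimated correlation between genes, limma's camera test called none of these lists (adjusted p = 0.408 for transcription factors, 0.290 for ubiquitin ligases and 0.601 for the proteasome). In that setting 0 of all 37 lists were called, so its p values, here and below, do not tell lists apart. Marker genes of neurons also rose, in 9 of 15 cases with a median log2 fold change of 0.39, against 0.16 for transcription factors and 0.30 for ubiquitin ligases, so a larger part of neuronal RNA is not separated from a change of these genes. Once the trend with gene length was removed, 5 of these markers were higher, and with an estimated correlation their shift had an adjusted p = 0.382.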

Gene ontology (GO) analysis of genes with increased expression in ND-75^KD^ flies showed significant enrichment of cellular components and molecular functions including transcriptional activity and ubiquitination (S3E and S3F Fig and S3 Table). However, apart from one of the two *Drosophila* orthologs of *Hsp10* (*CG9920*) whose expression was increased (S1 Table), the expression of genes that respond to the mitochondrial unfolded response (UPR^mt^; *Hsp60C*, *Hsc70-5* and *Hsp10;* [41]) were unchanged in ND-75^KD^ flies, suggesting that the UPR^mt^ is not activated. By contrast, consistent with activation of the UPR and ATF4 in ND-75^KD^ neurons, 39 of the 230 high confidence *Drosophila* homologs of mammalian ATF4 target genes had significantly increased expression in ND-75^KD^ flies, including the established ATF4 target *protein phosphatase 1 regulatory subunit 15* (*PPP1R15*), or Gadd34, which mediates dephosphorylation of eIF2α (S1 and S5 Tables) [42]. 

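CG9920, 1 of the 2 fly genes for the mitochondrial co-chaperonin Hsp10, had a log2 fold change of 1.19 (standard error 0.29, adjusted p = 0.0115 from edgeR's quasi-likelihood test) at a low level, 1.55 ± 0.38 CPM in ND-75 KD heads and 0.66 ± 0.21 CPM in controls (SD, n = 4 each). The other Hsp10 gene, CG11267, was expressed at a far higher level and was lower in ND-75 KD heads, at 57.7 ± 6.48 against 80.7 ± 15.9 CPM (SD, n = 4 each), a log2 fold change of −0.48 (standard error 0.14, adjusted p = 0.0264). CG5045, another member of the list, fell by 0.53 on the log2 scale. Hsc70-5, the mitochondrial Hsp70, had a log2 fold change of −0.20 (standard error 0.09, adjusted p = 0.129; called by DESeq2, with voom and with the length trend removed, at −0.18, −0.22 and −0.23), and Hsp60C had too few reads to be tested. Of 9 tested genes of the mitochondrial unfolded protein response, 1 was higher and 2 were lower (2 and 4 when adjusted over the list alone), and the list was not enriched in either direction (Fisher's exact test, adjusted p = 1 for both; adjusted p = 0.601 for its shift with an estimated correlation by limma's camera test). CG11267 was no longer called once the trend with gene length was removed, where its log2 fold change was −0.11, when tested against a fold of 1.2, or without Control replicate 3 or any of ND-75 KD replicates 2, 3 and 4 (−0.49 to −0.39). The lower members numbered 4 without Control replicate 2 and 1 without Control replicate 3 or any of these ND-75 KD replicates. With DESeq2, with several other settings and without Control replicate 1 (0.36), a second member, Roe1 (0.27), was also called higher.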

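Of the 39 genes of S5 Table, all tested, 33 were higher in ND-75 KD heads and none was lower. The study chose these 39 genes because they were higher in the same libraries, so their direction is not independent evidence, nor is the 38 higher when adjusted over the list alone (none lower at an unadjusted p under 0.05 or with DESeq2). Oseg2, a ciliary transport gene, rose by 2.19 on the log2 scale (standard error 0.17, adjusted p = 2.33e-05 from edgeR's quasi-likelihood test), Pepck2, a phosphoenolpyruvate carboxykinase, by 1.46 (standard error 0.19) and the centrosomal gene cnn by 0.61 (standard error 0.09). PPP1R15 was at 138 ± 6.70 CPM against 117 ± 10.7 CPM in controls (SD, n = 4 each), with every ND-75 KD library above every control, a log2 fold change of 0.24 (standard error 0.09, adjusted p = 0.0734; called by DESeq2, at 0.25, without Control replicate 1, at 0.33, and with other settings). crc, which encodes ATF4, had a log2 fold change of −0.24 (standard error 0.13, adjusted p = 0.183). The paper's ATF4 result rests on antibody staining, eIF2α phosphorylation and PERK knockdown in neurons, which crc mRNA in whole heads does not measure. A second list of 18 fly genes known to follow ATF4 or the integrated stress response, written without reference to these libraries, moved in both directions, with 5 higher and 9 lower (6 and 9 when adjusted over the list alone). The higher members were Ldh, chrb (0.93), scyl (0.77), Thor (0.88) and Sesn (1.05), which encode lactate dehydrogenase, inhibitors of TOR signalling, the 4E-BP translational repressor and sestrin, the last overlapping genes on the other strand. The lower members included Nmdmc (−1.89), an enzyme of mitochondrial folate metabolism that overlaps other genes, and AsnS (−1.23), asparagine synthetase, which overlaps a gene on the same strand. Of 20 cytosolic aminoacyl-tRNA synthetase genes, 10 were lower, among them LysRS (−0.69) and AsnRS (−0.64), and none was higher (10 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05 or with DESeq2), with 4, 6 and 5 lower without Control replicate 3 and ND-75 KD replicates 2 and 3. Of 21 genes of ER chaperones and the ER unfolded protein response, 2 were higher, Atf6 (0.45) and Sil1 (0.52), and 5 were lower, among them Pdi (−0.60), which has an antisense gene, and Xbp1 (−0.42), with 2 and 9 when adjusted over the list alone. The lower ER genes numbered 11 with voom, 10, 3 and 8 without Control replicates 2, 3 and 4 and 2 without ND-75 KD replicate 3. Xbp1 was not called without Control replicate 3 or ND-75 KD replicate 1, 2 or 3 (−0.42 to −0.39). Hsc70-3, the ER chaperone BiP, had a log2 fold change of −0.25 (adjusted p = 0.267), and without ND-75 KD replicate 4 it was called lower, at −0.44 (adjusted p = 0.0362). With an estimated correlation, adjusted p = 0.267 for the S5 Table genes, 0.478 for the known targets, 0.289 for the synthetases and 0.412 for the ER genes by limma's camera test.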

The expression of several autophagy genes (including Atg1, Atg2, Atg5, Atg8a) were also increased in ND-75^KD^ flies, suggesting induction of autophagy and/or mitophagy (S1 Table).

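Of 24 autophagy genes, 9 were higher in ND-75 KD heads and 1 was lower, also when adjusted over the list alone. Atg1, the kinase that starts autophagy, rose from 115 ± 9.21 to 180 ± 7.12 CPM (SD, n = 4 each), a log2 fold change of 0.65 (standard error 0.09, adjusted p = 5.83e-04 from edgeR's quasi-likelihood test), and 2 partners of its complex, Atg13 (0.48) and Atg101 (0.44), rose as well. Atg2, a lipid transfer protein, rose by 0.60 on the log2 scale (standard error 0.11, adjusted p = 0.00296) and the membrane protein gene Atg9 by 0.44. Atg5, part of the Atg8 conjugation machinery, was at 21.9 ± 1.92 against 17.8 ± 1.27 CPM (SD, n = 4 each), a log2 fold change of 0.30 (standard error 0.10, adjusted p = 0.0479). Atg8a was at 769 ± 59.1 against 611 ± 78.9 CPM (SD, n = 4 each), with a log2 fold change of 0.33 (standard error 0.12, adjusted p = 0.0630; called by DESeq2, at 0.34, without Control replicate 1 or 2, at 0.43 and 0.39, and with other settings). The lower gene was the Atg8 protease gene Atg4a (−0.60). Autophagy genes were enriched among higher genes (Fisher's exact test, adjusted p = 0.0142), and their shift had an adjusted p = 0.267 with an estimated correlation. Of 9 genes of mitophagy and mitochondrial dynamics, none was higher and 2 were lower, Pink1 (−0.41) and Miro (−0.30), with 1 lower when adjusted over the list alone (0 higher at an unadjusted p under 0.05 or with DESeq2, and adjusted p = 0.408 with an estimated correlation). Atg1, Atg4a, Pink1 and Miro overlap genes on the other strand, and Atg5 and Atg101 overlap genes on the same strand. Miro was not called with DESeq2 size factors, upper quartile scaling, no filter, a filter of at least 10 reads or a test against a fold of 1.2. Atg5 and Miro were called without Control replicate 1 but not when any other single library was left out (0.24 to 0.34 for Atg5 and −0.32 to −0.22 for Miro), and Atg1 and Atg2 were the 2 of the 9 genes that passed a test against a fold of 1.2.

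**Figure D3:**
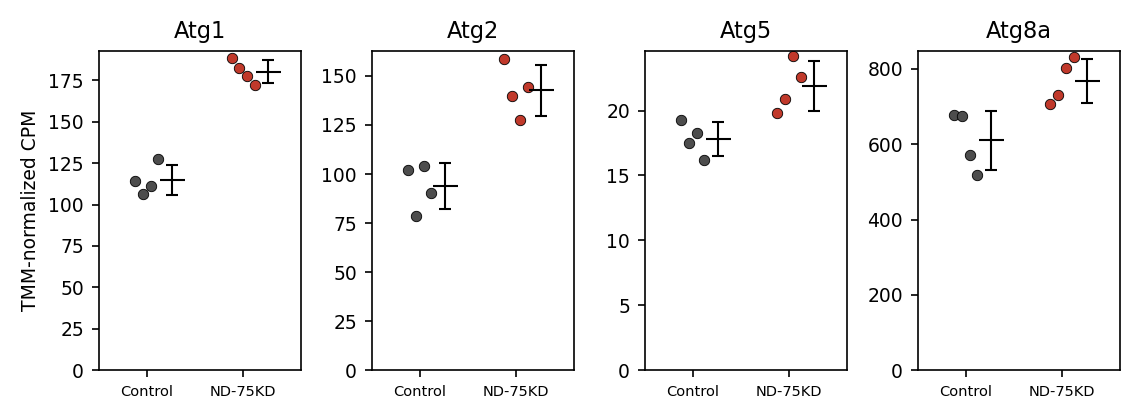
Normalized level in CPM (y axes, each starting at 0) of 4 autophagy genes in each control (gray) and ND-75 KD (red) library, with the mean and SD of the 4 libraries beside the points. For each gene all ND-75 KD libraries lie above all control libraries, and the change passed the test for Atg1, Atg2 and Atg5 (adjusted p = 0.0630 for Atg8a).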

GO analysis of genes with reduced expression showed striking enrichment for mitochondrial genes (Fig 4A). Moreover, Kyoto encyclopaedia of genes and genomes (KEGG; [43]) pathway analysis of genes with reduced expression showed genes involved in oxidative phosphorylation and the TCA cycle as significantly enriched (Fig 4B). 

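Beyond the respiratory chain, 27 of 72 mitochondrial ribosomal protein genes were lower in ND-75 KD heads and none was higher (38 lower and 1 higher when adjusted over the list alone, and 1 higher at an unadjusted p under 0.05, with DESeq2 and without Control replicate 1 or 2). The lower ones numbered 10, 10, 9 and 15 without Control replicate 3 and ND-75 KD replicates 2, 3 and 4. mRpS9, which overlaps genes on the other strand, fell by 0.54 on the log2 scale (standard error 0.09, adjusted p = 0.00121 from edgeR's quasi-likelihood test). Of 16 genes of fatty acid oxidation, 11 were lower and none was higher (12 lower when adjusted over the list alone, and 0 higher at an unadjusted p under 0.05 or with DESeq2). Marker genes of the fat body fell with them (8 of 11 lower, median log2 fold change −0.70), so a smaller part of fat body RNA in the heads is not separated from a change of these genes. CG7834 and wal, which encode the subunits of the electron transfer flavoprotein, fell by 1.22 (standard error 0.17) and 0.98 (standard error 0.15) on the log2 scale. Cytosolic ribosomal protein genes, whose terms head the bars drawn in Fig 4A, were lower in 82 of 83 cases, with a median log2 fold change of −0.97, and the remaining gene, RpS10a, which overlaps a gene on the other strand, had a log2 fold change of 0.89 (adjusted p = 0.131). RpS10a was called higher without Control replicate 2 (1.36, adjusted p = 0.0195), with voom (1.08) and with the trend on gene length removed (1.26). RpLP0 (−1.16), sta (−1.25) and RpL27 (−1.04) had the smallest adjusted p of these, and the last 2 overlap other genes. All 3 lists were enriched among lower genes (Fisher's exact test, adjusted p = 7.40e-04, 1.11e-04 and 4.97e-57 in this order). With an estimated correlation the shifts had adjusted p = 0.483, 0.408 and 0.267 by limma's camera test, and that of the fat body markers 0.267. With gene length and mean count in a logistic regression, adjusted p = 0.658, 0.00535 and 4.88e-15, so that mitochondrial ribosomal protein genes were no longer enriched. Once the trend with gene length was removed, 12 mitochondrial ribosomal protein genes were lower, against 10 of fatty acid oxidation and 80 of the cytosolic ribosome.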

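Nuclear genes of all 5 respiratory complexes and of the TCA cycle with pyruvate dehydrogenase were over-represented among the genes lower in ND-75 KD heads. The test used gene lists written before the counts were tested here and stands in for the KEGG analysis. The paper, at hand by then, already reports these groups as lower in the same libraries, so the test is not independent of it. Of all tested genes 18.9% were lower, against 87.5% of complex I subunits (one-sided Fisher's exact test, adjusted p = 1.81e-15), 84.6% of complex V (adjusted p = 4.65e-06), 77.8% of complex IV (adjusted p = 9.26e-04), 62.5% of complex III (adjusted p = 0.0258) and 61.9% of the TCA cycle list (adjusted p = 1.11e-04). All 4 complex II genes, which also belong to the TCA cycle, were lower (adjusted p = 0.00493). Complex I assembly factors were not enriched (33.3%, adjusted p = 0.538). The adjustment covered 74 list tests. In a logistic regression with gene length and mean count as covariates, complex I subunits (adjusted p = 4.12e-05) and complex II (adjusted p = 0.0270) stayed past the threshold, while complex V (0.0948), the TCA cycle (0.0780), complex IV (0.666) and complex III (0.772) did not. With an estimated correlation between genes, limma's camera test called the shift of none of these lists. That setting called 0 of all 37 lists, antimicrobial peptides included (adjusted p = 0.276), so it does not tell these lists from others. The TCA cycle list had an estimated correlation of 0.0043, under the preset 0.01, and still went from adjusted p = 2.64e-05 to 0.117. For complex I subunits and complexes II to V the estimates were 0.69, −0.09, 0.83, 0.69 and 0.45, and 0.63 for assembly factors. All but that of complex II lie far above the preset. Fisher's exact test treats genes as independent, so its p values are too small where list members are correlated. limma's fry test gave unadjusted p = 0.00336 for complex I subunits and 6.23e-05, 0.0199, 0.0146 and 0.00199 for complexes II to V. It gave 5.56e-06 for the TCA cycle and 0.0524 for assembly factors. The fry test asks whether list members shift at all, not whether they shift more than other genes. With 3314 of 9986 tested genes called, small p values are common in it. For the mitochondrial unfolded protein response, a list not enriched in either direction, fry gave unadjusted p = 0.0250.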

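Nuclear transcripts of complex I, the NADH dehydrogenase that feeds electrons into the respiratory chain, were mostly lower in ND-75 KD heads. Of 32 tested nuclear genes of core and accessory subunits, 28 were lower, ND-75 included, and none was higher. Core subunits encoded by the mitochondrial genome are not among them, and 0 of its 13 protein-coding genes were called. Of 9 tested assembly factor genes, 3 were lower and none was higher. Together 31 of 41 genes were lower, and 36 when adjusted over the list alone, with a median log2 fold change of −0.65. ND-51, the flavin-binding subunit, went from 476 ± 68.9 to 284 ± 13.4 CPM (SD, n = 4 each), a log2 fold change of −0.75 (standard error 0.12, adjusted p = 0.00142 from edgeR's quasi-likelihood test). ND-39 had a log2 fold change of −0.65 (standard error 0.10) and ND-30 one of −0.99. ND-51 and ND-39 overlap genes on the other strand. The lower assembly factors were CIA30 (−0.67), CG11722 (−0.71) and CG17726 (−0.54), the last 2 overlapping genes on the other strand, and CG17726 was not called without Control replicate 3 (−0.46) or ND-75 KD replicate 3 (−0.47). The lower assembly factors numbered 6 and 5 without Control replicates 1 and 4. No gene of either list was higher at an unadjusted p under 0.05 or with DESeq2. The shift of the subunits had an adjusted p = 1.03e-09 from limma's camera test and 0.384 with an estimated correlation, and that of the assembly factors 0.0472 and 0.549. Once the trend with gene length was removed 25 of the 41 genes were lower.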

Strikingly, in addition to ND-75, the expression of 28 genes encoding core or accessory subunits of complex I, or complex I assembly factors were significantly decreased in ND-75^KD^ fly head tissue (Fig 4C and S2 Table), while none were significantly increased (S1 Table). Furthermore, expression of multiple subunits of the other four mitochondrial respiratory complexes were significantly decreased by neuronal ND-75^KD^ (Fig 4C and S2 Table). Moreover, the expression of genes encoding numerous antioxidant enzymes were significantly decreased in ND-75^KD^ brain tissue (S2 Table). These data reveal a concerted transcriptional response to depress neuronal mitochondrial respiratory complex gene expression in the brain in response to complex I deficiency.

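Of the 34 tested nuclear genes of complexes II to V, 27 were lower in ND-75 KD heads (30 when adjusted over the list alone), and none was higher, at an unadjusted p under 0.05 as well. Complex II, succinate dehydrogenase, had all 4 genes lower, among them SdhB (−0.47) and SdhC (−0.89). In complex III, the cytochrome bc1 complex, 5 of 8 genes were lower, and UQCR-C2 went from 919 ± 166 to 548 ± 23.6 CPM (SD, n = 4 each), a log2 fold change of −0.75 (standard error 0.14, adjusted p = 0.00296 from edgeR's quasi-likelihood test). In complex IV, cytochrome c oxidase, 7 of 9 were lower, with COX4 at −0.65 (standard error 0.16) and COX5A at −0.86 (standard error 0.24). In complex V, the ATP synthase, 11 of 13 were lower, with ATPsynB at −0.66 (standard error 0.13), ATPsyngamma at −0.58 and the catalytic subunit gene ATPsynbeta at −0.52. SdhB, UQCR-C2 and ATPsynbeta overlap genes on the other strand. With an estimated correlation the shifts of complexes II to V had adjusted p = 0.267, 0.478, 0.408 and 0.355 in this order by limma's camera test. These are mostly short genes, and 13 of the 34 were lower once the trend with gene length was removed, 9 when tested against a fold of 1.2, and 11, 13, 16 and 16 without ND-75 KD replicate 2, ND-75 KD replicate 3, ND-75 KD replicate 1 and Control replicate 3. With the length trend removed, 1 gene was higher, ox of complex III (0.39, adjusted p = 0.0397, looked up after the count was seen), and SdhB was not called (−0.27). Lower genes of complex II numbered 2 without Control replicate 3 or ND-75 KD replicate 3, and those of complex III 3 without ND-75 KD replicate 1, 2 or 3. Without Control replicate 3 and ND-75 KD replicates 1 to 4 in turn, complex IV had 4, 4, 2, 3 and 4 and complex V 6, 6, 3, 5 and 7. COX5A was −0.56 without Control replicate 2 and not called without ND-75 KD replicate 3 (−0.80), and ATPsynbeta was not called without Control replicate 3 (−0.47) or ND-75 KD replicate 2 (−0.51).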

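Of 22 antioxidant enzyme genes, 13 were lower and 3 were higher in ND-75 KD heads (15 and 3 when adjusted over the list alone). Sod2, the mitochondrial superoxide dismutase, went from 156 ± 11.7 to 106 ± 6.58 CPM (SD, n = 4 each), a log2 fold change of −0.55 (standard error 0.09, adjusted p = 0.00162 from edgeR's quasi-likelihood test), and the cytosolic enzyme gene Sod1 had a log2 fold change of −0.95. Gss1, a glutathione synthetase, fell by 0.75 on the log2 scale (standard error 0.14). Catalase, encoded by Cat, had a log2 fold change of −0.35 (adjusted p = 0.0843), and was called with voom (−0.41) and without Control replicate 4 (−0.43). The higher genes were the methionine sulfoxide reductase gene SelR (0.45) and the neighbouring peroxiredoxin genes Prx2540-1 (1.48) and Prx2540-2 (0.72), near-identical copies whose reads may not be separable. Prx2540-2 was not called with voom (0.51), against a fold of 1.2, or without Control replicate 2 or 4 or ND-75 KD replicate 1, 2 or 3 (0.53 to 0.73). A further 17 of 31 glutathione S-transferase genes were lower, among them GstD9 (−1.84) and GstO3 (−1.27), and 1 was higher, GstT4 (0.43), with 18 lower and 2 higher when adjusted over the list alone, and 2 higher without Control replicate 2 or 3. Both lists were enriched among lower genes (Fisher's exact test, adjusted p = 1.90e-04 and 6.01e-05), and their shifts had adjusted p = 0.408 each with an estimated correlation by limma's camera test. Marker genes of the fat body (8 of 11 lower, median log2 fold change −0.70) and of hemocytes (5 of 6 lower, −0.81) fell as well. A smaller part of RNA from these cells is therefore not separated from a change of these enzyme genes. Tested against a fold of 1.2, 7 antioxidant genes were lower, and 8 without ND-75 KD replicate 2.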

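Taken by group, the median log2 fold change in ND-75 KD heads was −0.66 for complex I subunits, −0.42 for complex I assembly factors, −0.45 for complex II, −0.49 for complex III, −0.60 for complex IV, −0.57 for complex V and −0.35 for the TCA cycle with pyruvate dehydrogenase. Across the 66 nuclear respiratory chain genes the middle 50% of log2 fold changes lay between −0.75 and −0.44. Among all tested genes the median was −0.01. Without Control replicate 2 the medians by group were −0.48, −0.27, −0.43, −0.33, −0.37, −0.38 and −0.38 in the same order, and 52 of these 66 genes were lower, against 55 with it. With the trend of fold change on gene length removed, their median was −0.33 and 34 were lower. From the lower transcripts of complex I, of the other complexes and of antioxidant enzymes, and from the enrichment of mitochondrial terms, the paper concludes that complex I deficiency in neurons brings about a coordinated lowering of respiratory complex gene expression.

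**Figure D4:**
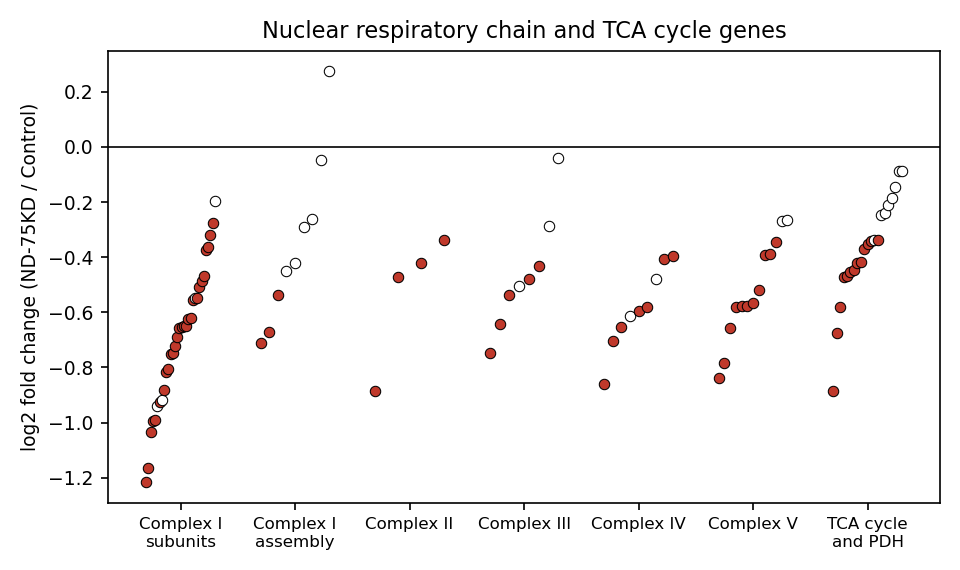
Log2 fold change of ND-75 KD over control (y axis) for each tested nuclear gene of complexes I to V, complex I assembly and the TCA cycle with pyruvate dehydrogenase (x axis, 1 point per gene, ordered within a group), with filled points for genes at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Nearly all points lie below 0, with 28 of 32 complex I subunit genes and 13 of 21 TCA cycle genes filled.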

**Fig 4:**
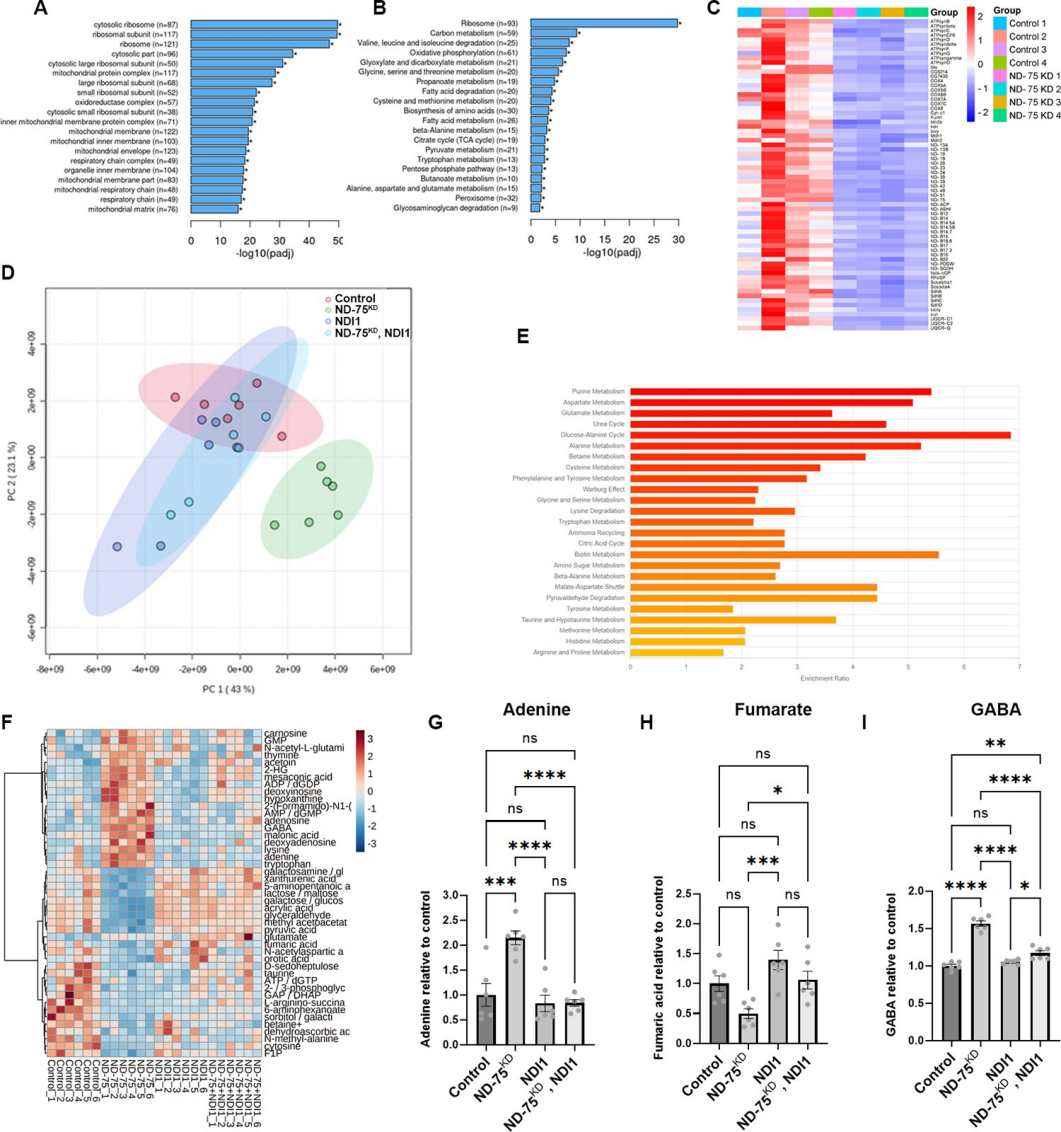
ND-75^KD^ inhibits mitochondrial gene expression and disrupts the metabolism the brain. (A) GO cellular component analysis of genes with significantly decreased expression in head tissue from pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-*Gal4. (B) KEGG pathway analysis of genes with significantly decreased expression in head tissue from pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-*Gal4. (C) Heatmap showing reduced expression of OXPHOS and TCA cycle genes in ND-75^KD^ head tissue. (D) Principle component analysis of metabolite levels in head tissue from control, ND-75^KD^, NDI1 and ND-75^KD^, NDI1 expressing flies using *Tub-Gal80*^*ts*^; *nSyb-*Gal4. (E) MSEA analysis of significantly altered metabolites in head tissue from pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-*Gal4. (F) Heat map showing that a subset metabolites whose are significantly different in ND-75^KD^ heat tissue are reversed by NDI1 expression. (G-I) Levels of adenine (G), fumarate (H) and GABA (I) control, ND-75^KD^, NDI1 and ND-75^KD^, NDI1 expressing flies from metabolomic analysis. n = 6 biological replicates for all genotypes. Controls are *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. 2 day old male and female flies were used in all panels. Data are represented as mean ± SEM and were analysed using the Student’s t test. ns not significant, *p<0.05, **p<0.01, ***p < 0.001, ***p < 0.0001.

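Of 92 tested genes of the nuclear respiratory chain, complex I assembly and the TCA cycle, 69 were higher in every control library than in every ND-75 KD library, where chance gives 1.43% of genes, and 0 lay apart in the opposite direction. Among all 9986 tested genes the groups did not overlap for 3613, in either direction, so the background in these libraries lies far above chance. The median deviation from each gene's mean over the 8 libraries, on the log2 scale, was 0.57 in Control replicate 2, which also held the largest share of mitochondrial ribosomal RNA, and 0.29, 0.12 and 0.05 in Control replicates 3, 4 and 1. The ND-75 KD libraries lay closer together, with medians of −0.23, −0.26, −0.31 and −0.21 for replicates 1 to 4.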

Genes encoding TCA cycle enzymes isocitrate dehydrogenase, succinyl-CoA synthetase, succinate dehydrogenase, fumarate hydratase, malate dehydrogenase, citrate synthase and components of the pyruvate dehydrogenase complex and oxoglutarate dehydrogenase complex were significantly decreased in ND-75^KD^ head tissue (Fig 4C and S2 Table), whilst no TCA cycle genes were significantly increased (S1 Table), strongly implying that neuronal mitochondrial metabolism is perturbed by neuronal complex I deficiency. To investigate this further, we performed metabolomic analysis of head tissue to directly analyse the mitochondrial metabolic changes in the brain caused by complex I deficiency (S6 Table). 

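Of 21 tested genes of the TCA cycle and pyruvate dehydrogenase, 13 were lower in ND-75 KD heads (16 when adjusted over the list alone) and none was higher, also at an unadjusted p under 0.05 and with DESeq2. They included Fum1 (−0.68), the fumarate hydratase, Mdh2 (−0.46), the mitochondrial malate dehydrogenase, ScsbetaA (−0.47) and Scsalpha1 (−0.37) of succinyl-CoA synthetase, and SdhA (−0.34) and SdhD (−0.42) of succinate dehydrogenase. Pdhb, of pyruvate dehydrogenase, went from 466 ± 28.0 to 349 ± 11.3 CPM (SD, n = 4 each), a log2 fold change of −0.42 (standard error 0.10, adjusted p = 0.00801 from edgeR's quasi-likelihood test), and Pdha had a log2 fold change of −0.35. Of the oxoglutarate dehydrogenase complex, CG5214 (−0.45), Nc73EF (−0.34) and CG7430 (−0.58), whose product is shared with pyruvate dehydrogenase, were lower. Once the trend with gene length was removed 9 of the 21 genes were lower, and SdhB, SdhD (−0.13), Scsalpha1 (−0.21) and Mdh2 (−0.28) were not called. Nc73EF was not called when any library except Control replicate 2 was left out (−0.36 to −0.28), with no filter, with at least 10 reads in every library or against a fold of 1.2. SdhA was not called when any library except Control replicate 2 or 4 was left out (−0.36 to −0.30). Calls also ended for Scsalpha1, ScsbetaA, SdhD and Pdha without Control replicate 3 (−0.31, −0.41, −0.36 and −0.33). Without ND-75 KD replicate 2 they ended for Scsalpha1, ScsbetaA and Pdha (−0.37, −0.46 and −0.34). Without ND-75 KD replicate 3 they ended for Scsalpha1, ScsbetaA, SdhD and CG7430 (−0.34, −0.44, −0.41 and −0.55), and without ND-75 KD replicate 4 for Scsalpha1 and Pdha (−0.37 and −0.35). The citrate synthase gene kdn had a log2 fold change of −0.19 (standard error 0.10, adjusted p = 0.178; called by DESeq2, at −0.17). The isocitrate dehydrogenase genes Idh3b (−0.24, adjusted p = 0.0534), CG5028 (−0.25, adjusted p = 0.0819), Idh (−0.34, adjusted p = 0.0843) and Idh3a (−0.09, adjusted p = 0.578) did not pass the test. The first 3 were called with voom, Idh3b also by DESeq2 (−0.23), and CG5028 (−0.28) and Idh (−0.41) without Control replicate 2. Of 13 glycolysis genes, which lie outside the mitochondrion, 4 were lower, Gapdh1 (−0.59), Hex-C (−1.26), Pgk (−0.80) and Tpi (−0.61), and 2 were higher, Ldh and Hex-A (0.36), with 4 and 3 when adjusted over the list alone. Hex-A was not called with the length trend removed (0.23) or without ND-75 KD replicate 3 (0.34) or 4 (0.33). Fum1, ScsbetaA, Scsalpha1, SdhA, SdhD, CG5028, Nc73EF, Hex-C and Pgk overlap other genes. With an estimated correlation adjusted p = 0.117 for the TCA cycle list and 0.904 for glycolysis by limma's camera test. Tested against a fold of 1.2, 3 TCA cycle genes were lower, and 8, 7 and 7 without ND-75 KD replicate 2, ND-75 KD replicate 3 and Control replicate 3.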

Principle component analysis showed that the metabolite profile in ND-75^KD^ fly heads was markedly different to controls (Fig 4D). Moreover, ND-75^KD^ flies had a significant increase in the level of 22 metabolites, and a significant decrease in the level of 21 metabolites compared to controls (S7 Table). Metabolite set enrichment analysis (MSEA) showed significant dysregulation of a variety of KEGG pathways in ND-75^KD^ head tissue including purine and amino acid metabolism, the TCA cycle and urea cycle (Fig 4E). Levels of the purine nucleotide adenine were significantly increased, and the TCA cycle intermediate fumarate were significantly decreased in ND-75^KD^ heads (Fig 4F–4H and S7 Table). 2-hydroxyglutarate levels were strongly increased (Fig 4F and S7 Table), which we and others have shown is elevated in other mitochondrial dysfunction/disease models [9,44]. Glutamate and γ-aminobutyric acid (GABA) levels were also increased in ND-75^KD^ fly heads (Fig 4I and S7 Table), indicating that neuronal complex I deficiency affects neurotransmitter levels. Collectively, these data demonstrate that complex I deficiency in neurons disrupts metabolism.

### NDI1 expression partially reverses the neuronal metabolic disruption in ND-75^KD^ flies

NADH oxidation by complex I replenishes NAD+, an essential coenzyme for the TCA cycle enzymes isocitrate dehydrogenase, α-ketoglutarate dehydrogenase and malate dehydrogenase. TCA cycle intermediates contribute to numerous biosynthetic pathways, including amino acid, fatty acid and purine/pyrimidine synthesis [45,46]. Disruption of the TCA cycle could thus lead to wide-ranging alterations in metabolism in ND-75^KD^ flies. We therefore hypothesised that impaired complex I NADH dehydrogenase activity is a key driver of neuronal dysfunction in ND-75^KD^ flies. To test this hypothesis, we utilised the *Saccharomyces cerevisiae* single-subunit non-proton translocating NADH dehydrogenase NDI1, which oxidises mitochondrial NADH and transfers electrons to ubiquinone but does not directly contribute to OXPHOS-mediated ATP production [47]. NDI1 expression should therefore restore TCA cycle activity in ND-75^KD^ neurons deficient for complex I activity. We first confirmed that addition of the NDI1 transgene did not alter the strong reduction in ND-75 expression in ND-75^KD^ flies with NDI1 expression (S1A Fig). Metabolomic analysis of heads from flies with pan-neuronal ND-75^KD^ combined with NDI1 expression showed a dramatically altered metabolite profile compared to ND-75^KD^ alone (Fig 4D). Expression of NDI1 reversed the 23 of 45 metabolites whose levels were aberrant in ND-75^KD^ head tissue, including adenine and fumarate (Fig 4F–4I and S3 and S4 Tables). Interestingly, NDI1 expression also reversed the dramatic increase in GABA levels in ND-75^KD^ flies (Fig 4F and 4I and S3 and S4 Tables). Thus, expression of NDI1 prevents many of the metabolic changes caused by knockdown of ND-75 in neurons, suggesting that restoration of mitochondrial NADH dehydrogenase activity broadly benefits neuronal metabolism in complex I deficiency.

### NDI1 expression reinstates ER-mitochondria contacts, rescues neuronal dysfunction and death, and prevents UPR activation caused by complex I deficiency

As expected, expression of NDI1 restored the loss of NADH dehydrogenase activity in ND-75^KD^ flies (Fig 5A). To test whether impaired NADH dehydrogenase-associated metabolic defects underlie the neuronal dysfunction caused by complex I deficiency, we next analysed the effects of NDI1 expression on motor function, seizure susceptibility and lifespan. NDI1 expression dramatically improved the climbing defect and completely prevented seizures in ND-75^KD^ flies (Fig 5B and 5D). Moreover, ND-75^KD^ flies expressing NDI1 had a median lifespan of 51 days, similar to controls (54 days; Fig 5E).

**Fig 5:**
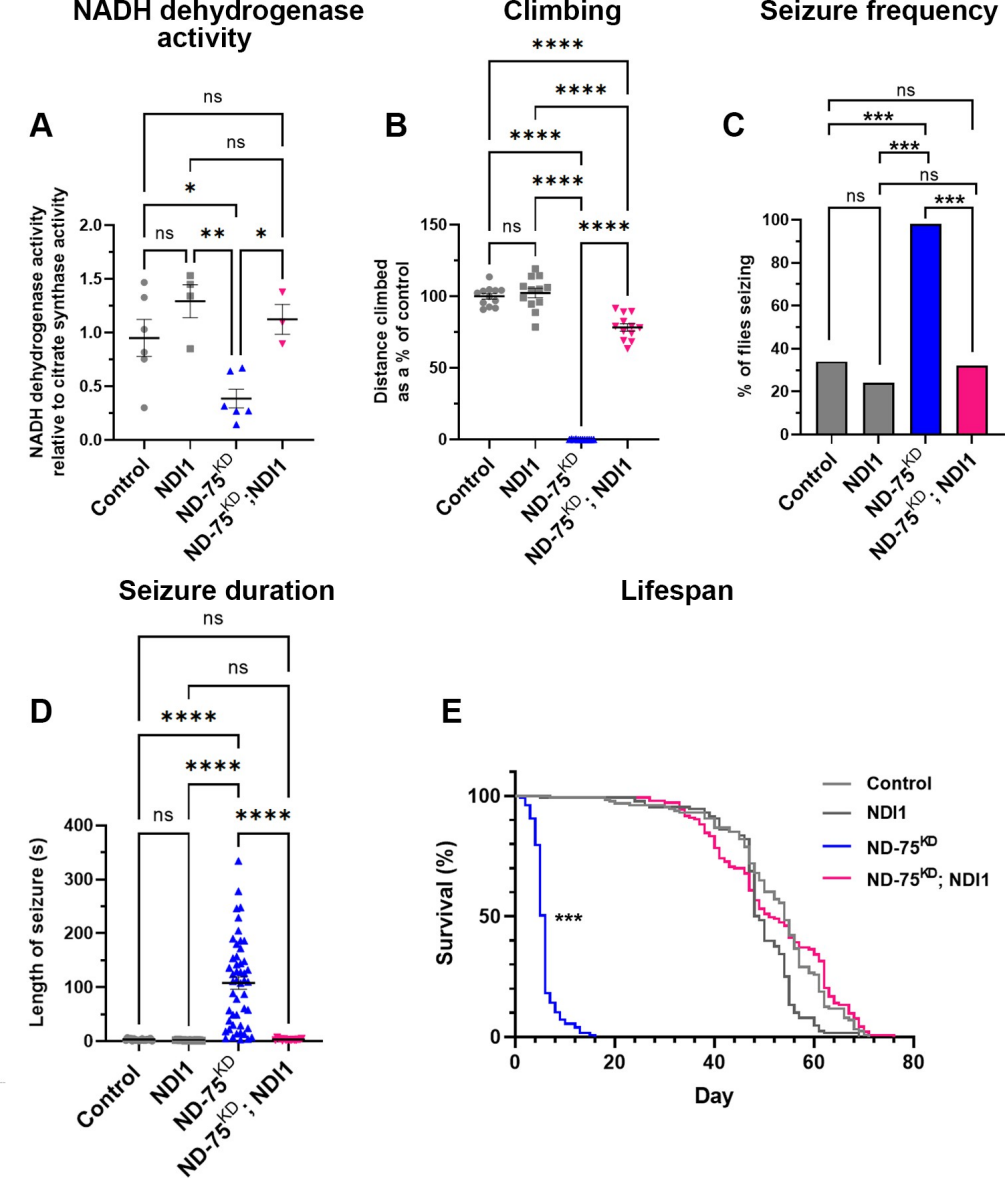
Neuronal NDI1 expression restores climbing ablility, prevents seizures and early death in ND-75^KD^ flies. (A) Complex I activity in mitochondria isolated from adult flies with ubiqitious NDI1 expression, ND-75^KD^, or ND-75^KD^ with NDI1 using *Da-GS-Gal4*. n = 5 biological replicates for all genotypes. Control n = 6, NDI1 n = 4, n = ND-75^KD^ n = 6, ND-75^KD^ with NDI1 n = 3 biological replicates. (B) Quantification of climbing ability in control flies or with pan-neuronal expression of NDI1, ND-75^KD^, or ND-75^KD^ with NDI1. n = 12 flies for all genotypes. (C, D) Quantification of seizure frequency (C) and duration (D) in control flies or with pan-neuronal expression of NDI1, ND-75^KD^, or ND-75^KD^ with NDI1. Control n = 17, NDI1 n = 12, n = ND-75^KD^ n = 48, ND-75^KD^ with NDI1 n = 16 flies. (E) Lifespan analysis in control flies or with pan-neuronal expression of NDI1, ND-75^KD^, or ND-75^KD^ with NDI1. ND-75 RNAi expressed using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Controls are *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. Control n = 130, NDI1 n = 128, ND-75^KD^ n = 127, ND-75^KD^; NDI1 n = 152. 5 day old male and female flies were used in (A). 1 day old male flies were used in (B) and 1 day old males and females in (C) and (D). Male flies were used in (E). Data are represented as mean ± SEM and were analysed using ANOVA with Tukey’s posthoc test, Chi-squared for seizure frequency, or log-rank test for survival curve. n.s not significant, ***p < 0.001.

Complex I is a major source of ROS and NDI1 has been shown to increase reverse electron transport-mediated ROS production at complex I through the enhancement of reverse electron transport [48]. We analysed ROS using a ratiometric fluorescent probe (mito-roGFP2-Grx1) to measure glutathione redox potential in neurons [49], which we have previously validated [29,50]. ND-75^KD^ in neurons caused a decrease in probe oxidation (S4A, S4B, and S4E Fig), indicating reduced mitochondrial glutathione associated ROS. As expected, expression of NDI1 in neurons alone or in combination with ND-75 knockdown increased mitochondrial glutathione redox potential (S4A-S4E Fig). However, manipulation of ROS levels in ND-75^KD^ flies through knock-down of Sod1, or Sod2, or overexpression of Sod2, catalase, or a mitochondrially targeted catalase, using previously validated transgenes [51], did not modify the climbing phenotype (S4F–S4J Fig). Therefore, although NDI expression elevates ROS levels, the severe behavioural phenotypes in ND-75 ^KD^ flies are unlikely to be the result of impaired ROS production.

Finally, following the observation that NDI1 expression rescues neuronal function in ND-75^KD^ neurons, we investigated whether NDI1 expression ameliorates ND-75^KD^ induced changes to mitochondrial morphology, ER-mitochondria contacts and activation of the UPR. Strikingly, we found that NDI1 expression rescued the mitochondrial number and morphology changes (Fig 6A–6F), the loss of ER-mitochondria contacts (Fig 6G–6K) and prevented ATF4 activation caused by ND-75 knockdown in neurons (Fig 6L–6P). Therefore, using NDI1 to at least partially reverse the metabolic disruption caused by ND-75 knockdown prevents UPR activation, neuronal dysfunction and early death in *Drosophila*.

**Fig 6:**
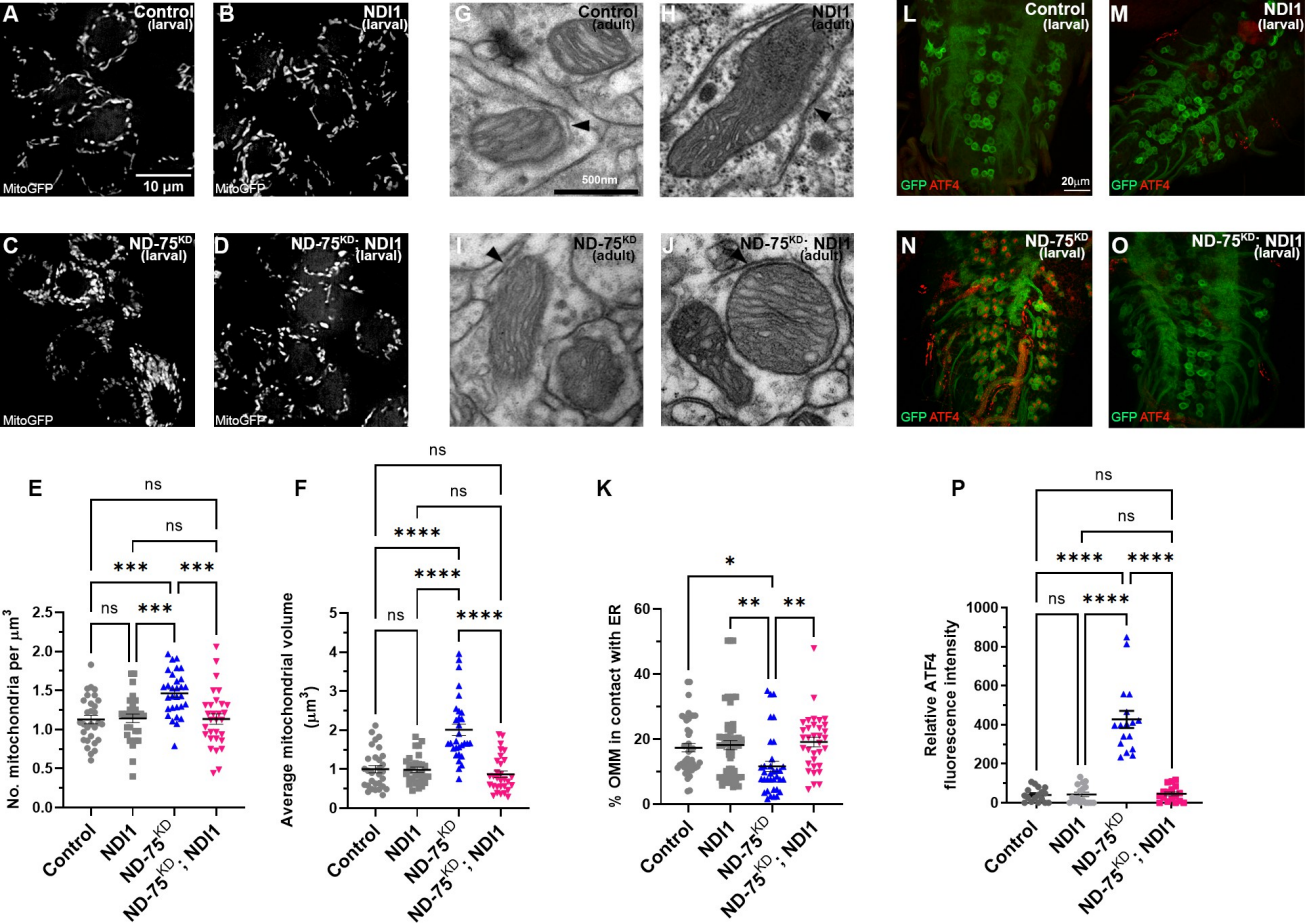
NDI1 expression reverses the mitochondrial defects and prevents UPR activation in ND-75^KD^ neurons. (A-D) Mitochondria-targeted GFP (MitoGFP) expression in control (A), NDI1 expression (B), ND-75^KD^ (C), or ND-75^KD^ with NDI1 (D) larval motor neurons using *OK371-Gal4*. Images taken using iSIM. (E) Quantification of mitochondrial number. n = 30 ROIs for all genotypes. (F) Quantification of mitochondrial volume. n = 30 ROIs for all genotypes. (G-J) Transmission electron microscopy images of mitochondria in adult brain tissue from control (G), or pan-neuronal NDI1 expression (H), ND-75^KD^ (I), or ND-75^KD^ with NDI1 (J) using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Arrowheads indicate ER-mitochondria contacts. (K) Quantification of ER-mitochondria contacts. Control n = 44, NDI1 n = 48, n = ND-75^KD^ n = 35, ND-75^KD^ with NDI1 n = 34 mitochondria. 2 day old male and female flies were used. (L-O) ATF4 expression (red) in control (L), NDI1 expression (M), ND-75^KD^ (N), or ND-75^KD^ with NDI1 (O) larval motor neurons using *OK371-Gal4*. CD8-GFP expression (green) labels motor neurons. (P) Quantification of ATF4 expression. ANOVA with Tukey’s posthoc test. n = 17 larval CNS for all genotypes. Controls are *OK371-Gal4* or *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. Data are represented as mean ± SEM. n.s. not significant, *p<0.05, **p<0.01, ***p < 0.001, ***p < 0.0001.

## Discussion

Neurons are highly energetically and metabolically demanding and so are acutely sensitive to mitochondrial dysfunction. We have dissected the cellular and molecular mechanisms underlying neuronal complex I deficiency *in vivo* using ND-75^KD^ in *Drosophila*. Loss of complex I activity in neurons has profound effects on mitochondrial morphology and decreases ER-mitochondria contacts. Consistent with disruption of ER-mitochondria contacts, we find activation of the ER UPR and expression of ATF4 in ND-75^KD^ neurons. ND-75^KD^ causes transcriptional reprogramming, potentially as an attempt to mitigate the loss of complex I activity, repressing complex I and TCA cycle gene expression. There is also evidence of alterations in numerous metabolic pathways, beyond the mitochondrion, as a result of complex I deficiency. Expression of yeast NDI1 in ND-75^KD^ flies reverses key metabolic changes, suggesting that restoring mitochondrial metabolism prevents UPR activation and neuronal dysfunction caused by complex I deficiency.

A previous *Drosophila* ND-75 knockdown model used a different ND-75 RNAi line, which results in much weaker phenotypes [13]. Using the same ubiquitous Gal4 driver (Da-Gal4) Hegde et al., found ND-75 knockdown resulted in adult flies with reduced lifespan, whereas we found that ubiquitous ND-75 knockdown caused developmental lethality. Moreover, Hegde et al., found neuronal specific ND-75 knockdown flies had a 25 day median lifespan, whereas our ND-75^KD^ model has a median lifespan of 5 days. Although we have not directly compared the efficiency of the two RNAi lines, the differences are likely due to the highly efficient knockdown of ND-75 expression in our ND-75^KD^ model.

ATP levels are unaffected by ND-75 knockdown either in individual neurons, or in ND-75^KD^ fly whole head tissue. These findings contrast with a previous *Drosophila* mitochondrial disease model with a mutation in the mitochondrial-DNA-encoded *NADH dehydrogenase subunit 2* (*ND2*) gene [52]. *ND2* mutants have reduced ATP levels in heads from 35 day old flies, whereas ATP levels in young flies were not analysed. We analysed ATP levels in very young (2 day old) ND-75^KD^ flies, at which time the brain may have more metabolic plasticity than in old flies. Consistent with this, metabolomic data show significantly increased lactate levels in ND-75^KD^ head tissue (S2H Fig and S6 Table).

Understanding the basis of the neurological manifestations of complex I deficiency in patients is hampered by the complex interactions between neurons and glia and the systemic effects of changes to tissues and organs outside the nervous system. Our ND-75^KD^ model provides cell autonomous insight into the effects of neuronal complex I deficiency *in vivo*. Neuronal ND-75^KD^ causes mitochondrial morphology changes, similar to those caused by knockout of the mitochondrial transcription factor TFAM in dopaminergic neurons [53]. The dramatic reduction in expression of respiratory and TCA cycle genes caused by ND-75^KD^ unbalances the expression of mitochondrial genes encoded by the nuclear and mitochondrial genomes. This disruption of inter-organelle gene expression may underlie the mitochondrial morphology defects in ND-75^KD^ neurons. 

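The 13 protein-coding genes of the mitochondrial genome had a median log2 fold change of −0.87 in ND-75 KD heads, but none passed the test in either direction (1 was lower at an unadjusted p under 0.05, 0 were called by DESeq2 and 0 when adjusted over the list alone; adjusted p = 0.814 for the shift of the list with an estimated correlation by limma's camera test). This median rests on Control replicate 2, without which it was 0.10 with 1 gene called higher, and it was −0.33 by voom with sample quality weights and −0.46 once the trend with gene length was removed. The log2 ratio of nuclear to mitochondrially encoded respiratory chain counts was −1.11 ± 0.14 in ND-75 KD heads and −0.94 ± 0.80 in controls (SD, n = 4 each), a difference of −0.17 (two-sided exact permutation test, p = 0.714). In the control libraries the ratio was −0.53, −2.10, −0.80 and −0.32 for replicates 1 to 4. Control replicate 2, with the largest share of mitochondrial RNA, therefore lay below all ND-75 KD libraries, which ranged from −1.28 to −0.996, and the other control libraries lay above them. Without Control replicate 2 the difference was −0.56 (exact permutation test, p = 0.0286, the smallest p that the libraries of this design reach in that test), and without Control replicate 4 it was 0.030 (exact permutation test, p = 1).

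**Figure D5:**
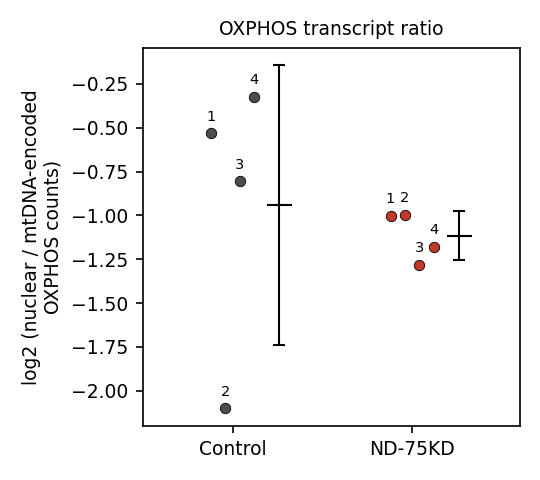
Log2 ratio of summed counts of nuclear to mitochondrially encoded respiratory chain genes (y axis) in each library (points, numbered by replicate), with the mean and SD of the 4 libraries of each genotype. Control replicate 2 lies at −2.10, below the ND-75 KD libraries, which lie between −1.28 and −0.996.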

Interestingly, the master regulator of mitochondrial biogenesis PGC-1α is regulated by the NAD+-dependent deacetylase SIRT1 [54], providing a potential link between the loss of NADH dehydrogenase activity and mitochondrial biogenesis in ND-75^KD^ neurons.

Modulation of mitochondrial morphology driven by Drp1 overexpression causes reduced ER-mitochondria contacts in mammalian cultured cells and primary neurons [30,31]. The reduced ER-mitochondria contacts in ND-75^KD^ neurons are therefore also likely caused by the dramatic mitochondrial morphological changes. ER-mitochondria tethering proteins are involved in regulation of the ER UPR, and modification of ER-mitochondria tethers can trigger UPR activation [55,56]. Together with these studies, our data suggest that ER UPR activation is caused by reduced ER-mitochondrial contacts in ND-75^KD^ neurons. Altered ER-mitochondria contacts are a common feature of neurodegenerative disease and there is strong evidence to suggest that they play a pivotal role in disease pathogenesis [56]. Restoring ER-mitochondria contacts may therefore also have therapeutic potential in complex I deficiency.

Our data show that ND-75^KD^ activates ATF4 expression via the ER UPR in neurons. ER UPR activation likely contributes to the neurological defects in ND-75^KD^ flies as ectopic ER UPR activation via expression of dominant negative forms of Hsc70-3 also causes neuronal dysfunction. Activation of the ER UPR and integrated stress response (ISR) are frequently observed in response to mitochondrial dysfunction [4,5,7]. We have previously shown ER UPR and ATF4 activation due to mitochondrial dysfunction in *Drosophila* neurons using a TFAM overexpression model [9]. Loss of Pink1, Parkin, DJ-1 or OXPHOS inhibition also cause ER UPR or ISR activation [8,36,57,58]. The direct cause of ER UPR and ISR activation in cells with dysfunctional mitochondria is much less well understood. Recently, screening approaches in cultured mammalian cells identified a novel OMA1-DELE1-HRI pathway that activates the ISR in response to mitochondrial dysfunction [59,60]. Whether this pathway is active in neurons is not known but *Drosophila* do not have an HRI kinase homolog, so this mechanism is unlikely to be relevant to stress signalling in *Drosophila*.

NDI1 expression has been shown to extend lifespan and rescue the lethality caused by ubiquitous complex I deficiency in *Drosophila* [61,62]. Viral expression of NDI1 into the *substantia nigra* protects against rotenone induced toxicity in a rat model of Parkinson’s disease [63]. In ageing models, NDI1 expression extends lifespan by increasing ROS through over reduction of the ubiquinone pool [48]. In the *Ndufs4* knockout mouse model of Leigh syndrome, NDI1 expression rescues the lifespan but not motor defects, potentially through regenerating mitochondrial NAD+ from NADH [16]. ND-75 knockdown in neurons does not affect ATP levels but our metabolic analysis shows that complex I inhibition causes dramatic changes in metabolism, potentially due to aberrant NAD+/NADH inhibiting the TCA cycle leading to broad metabolic alterations. We identified a variety of metabolites whose altered levels in complex I deficiency are reversed by NDI1 expression, including the TCA cycle metabolite fumarate. Increased levels of the major inhibitory neurotransmitter GABA may also contribute to the behavioural phenotypes in ND-75^KD^ flies. Interestingly, *glutamate decarboxylase 1* (*Gad1*) expression is significantly increased by ND-75^KD^ (S1 Table), suggesting that GABA levels may increase in part due to transcriptional mis-regulation. 

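Gad1, which makes GABA from glutamate, went from 658 ± 66.6 to 932 ± 54.4 CPM (SD, n = 4 each) in ND-75 KD heads, a log2 fold change of 0.50 (standard error 0.11, adjusted p = 0.00799 from edgeR's quasi-likelihood test). It lies on the minus strand of chromosome 3L from 4074077 to 4088744 and overlaps CG14989 on the other strand, which rose by 0.69 on the log2 scale (looked up after the values of Gad1 were seen). If exons of these genes overlap, which was not checked, part of the reads of either gene may belong to the other. For Gad1 every ND-75 KD library lay above every control library. VGAT, the vesicular GABA transporter, rose by 0.68 on the log2 scale (standard error 0.09, adjusted p = 5.00e-04), and the GABA receptor gene Rdl by 0.47. Marker genes of neurons rose by a like amount (9 of 15 higher, median log2 fold change 0.39), so a larger part of neuronal RNA in the heads is not separated from a change of these genes. These markers are long genes, of which 5 were higher once the trend with gene length was removed (median log2 fold change 0.18), and their shift had an adjusted p = 0.382 with an estimated correlation by limma's camera test. Gabat, which encodes the transaminase that breaks down GABA and overlaps a gene on the other strand, fell by 0.45 (standard error 0.09, adjusted p = 0.00423). Of 18 genes of GABA and glutamate synthesis, transport and reception, 7 were higher and 3 were lower (7 and 4 when adjusted over the list alone), the lower ones including the glial glutamate transporter gene Eaat1 (−0.46), which was not called without ND-75 KD replicate 2, 3 or 4 (−0.47 to −0.45). The lower ones numbered 5 without Control replicate 2 and 1 without ND-75 KD replicate 2 or 3. The list was enriched among higher genes (Fisher's exact test, adjusted p = 0.0280). Its shift as a whole was not called by limma's camera test at the preset correlation (adjusted p = 0.461) or with an estimated correlation (adjusted p = 0.647). Tested against a fold of 1.2, Gad1 had an adjusted p = 0.0500.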

Overall, our study indicates that disruption of metabolism due to loss of NADH dehydrogenase activity is a driver of pathogenesis in the ND-75^KD^ *Drosophila* model. The in-depth knowledge of the mechanisms contributing to neuronal complex I deficiency afforded by the *Drosophila* ND-75^KD^ model may in future lead to therapeutic strategies tailored to combat the neurological manifestations in mitochondrial disease.

## Materials and methods

### Fly strains and growth conditions

Fly food consisted of 20g cornmeal (Dunn’s River), 100g Brewer’s yeast (MP biomedicals) and 8g Agar (Acros Organics) in 1L total volume of Milli-Q water. Ingredients were mixed and heated for 1.5 hours using a Systex Mediaprep machine. Once the mixture had cooled to 50°C, 25 ml 10% w/v Nipagin (Sigma) dissolved in 70% ethanol, and 5ml propionic acid (Acros Organics) were added. After an additional 2 minutes of mixing, the liquid food was poured into vials and left to solidify. To produce RU-486 containing food, 2ml of 100mM RU-486 was added and mixed into 1L of liquid fly food immediately before pouring. Flies were maintained at 25°C in a 12 hour light/dark cycle unless stated otherwise.

Details of fly stocks are listed in S8 Table. ND-75 RNAi lines were from the TRiP collection [64]. Fly stocks were obtained from the Bloomington Stock Center, the Vienna *Drosophila* Resource Center [65], the NIG-Fly Stock Center, Japan. For ubiquitous ND-75 knockdown using Daughterless-GeneSwitch-GAL4 [20], progeny were collected on the day of eclosion and kept at 29°C for 5 days, to maximise Gal4 activity, on food containing 200μM RU-486. Pan-neuronal ND-75 knockdown was performed using *Tub-Gal80*^*ts*^; *nSyb-Gal4* at 25°C as ND-75 knockdown with *nSyb-Gal4* causes late pupal lethality. For imaging experiments embryos were laid over a 24 hour period at 25°C, incubated for a further 24 hours at 25°C, then incubated at 29°C for three days prior to analysis, unless stated otherwise.

### Generation of SPLICS transgenic flies

To generate SPLICS flies, the SPLICS_L_ insertion was sub-cloned from a pcDNA3 backbone (gift from Tito Calí; [31]) into a pUASP vector as a BamHI-Xbal fragment. The pUASP-SPLICS construct was then integrated into the *Drosophila* genome by P-element mediated transposition. Embryo injections were performed by the Fly Facility of the Department of Genetics of the University of Cambridge.

### Behavioural analysis

Climbing assays were performed using male flies as described previously [9].

For assays using flies with neuronal dysfunction vials were placed on their sides during eclosion to prevent flies from becoming stuck in the food. For open-field locomotor activity flies were anaesthetised using CO_2_ on the day of eclosion, and males of the desired genotype collected. Locomotor assays were performed the following morning, 1–4 hours after the start of the 12h light cycle. Flies were briefly anaesthetised on ice and placed into individual open-field arenas 35mm in diameter and 1.8mm in height with vibrating motors attached [66]. Flies were left to acclimatise to the arenas for 15 minutes prior to the start of video recording. Flies were video recorded for a total of 2 hours 15 minutes: after an initial rest period of 30 minutes, flies were subjected to a mechanical stimulus (5 vibrations, 0.2 seconds long, 0.5 seconds apart) followed by 15 minutes recovery. This pattern of stimulus and recovery was repeated a further 5 times before a final rest period of 15 minutes. Tracking of individual flies and analysis of average speed, total distance and immobility was performed using Anymaze software (Stoelting).

Mechanical stress-induced seizure assays were performed using both male and female flies. Flies of the desired genotype were collected on the day of eclosion and added to fresh vials so that each vial contained a total of 2 flies. The following day, flies were transferred to an empty vial, and vortexed at full speed for 10 seconds. Immediately after vortexing, flies were observed for seizures. The ‘bang-sensitive’ seizure phenotype triggered by mechanical stress is well defined [67]. A seizure was defined as a period of paralysis, potentially interspersed with limb twitching, wing movements and abdominal contractions. The length of each seizure was recorded, with the seizure considered to have ended when the fly stood upright. The experimenter was blinded to phenotype until data analysis had been completed.

Lifespan assays were performed using male flies. Male flies of the desired genotype were collected on the day of eclosion and added to fresh vials. 10 flies were initially added to each vial, and flies were incubated on their sides at 25°C for the duration of the assay. Every 2–3 days, flies were flipped into fresh vials and the number of dead flies in each vial were recorded. Dead flies that were carried over into the fresh vials were deducted from the next death count. Any flies that escaped during flipping, or were alive but stuck in the food so could not be flipped, were censored and deducted from the total fly count. Vials were flipped until all residing flies were dead.

To measure food intake, the CApillary FEeder assay (CAFE) was performed using 10 male and female flies per container for 24 hours as in [68].

### qRT-PCR

qRT-PCR was performed as described previously [9]. The following primers were used:

ND-75 forward: 5’-ACATTAACTACACGGGCAAGC-3’

ND-75 reverse: 5’- CAATCTCGGAGGCGAAAC-3’

Rpl4 forward: 5’-TCCACCTTGAAGAAGGGCTA-3’

Rpl4 reverse: 5’-TTGCGGATCTCCTCAGACTT-3’

### Mitochondrial NADH dehydrogenase (complex I) assay

Flies were snap-frozen in liquid nitrogen and stored at -70°C until required. For each replicate, 30 females and 30 males were used. Flies were first ground together using a Potter-Elvehjem type homogeniser at 700rpm for 12 passes, in 600μl extraction buffer. The extraction buffer consisted of 250mM sucrose, 5mM Tris (pH 7.4), 2mM EGTA (pH 8.0) and 1% bovine serum albumin (BSA) in ddH2O. The resulting homogenates next underwent a series of centrifugation steps at 4°C. Firstly, samples were spun at 1000g for 5 minutes. Supernatants were then taken and again spun at 1000g for 5 minutes. Supernatants were taken again and spun at 3000g for 10 minutes. Supernatants were then discarded, and 5ml extraction buffer was added to the remaining pellets. After another round of centrifugation at 3000g for 10 minutes, the supernatants were again discarded, and 5ml extraction buffer containing sucrose, Tris and EGTA only (no BSA), was added to the pellets. Samples were then spun for a final time at 7000g for 10 minutes. Supernatants were removed and pellets (mitochondrial fraction) were resuspended in 500 μl of extraction buffer without BSA. The concentration of mitochondria in resuspended pellets was determined using a Pierce bicinchoninic acid (BCA) assay (Thermo Fisher Scientific) following the manufacturer’s protocol.

Mitochondrial complex I and citrate synthase activity were assessed using a published protocol [69]. To disrupt mitochondrial membranes and maximise enzymatic readouts, isolated mitochondria underwent 3 freeze-thaw cycles prior to use.

For measurement of rotenone-sensitive complex I activity, 30μg/ml isolated mitochondria were added to a cuvette containing 100μl potassium phosphate buffer (0.5M, 0.5M potassium phosphate monobasic added to 0.5M potassium phosphate dibasic, pH 7.5), 60μl fatty acid-free BSA (50mg/ml), 30μl freshly prepared potassium cyanide (10mM) and 10μl freshly prepared NADH (10mM). A second, identical cuvette was prepared, with the addition of 10μl rotenone (1mM). Volumes were then adjusted to 994μl using ddH_2_O. After mixing, baseline absorbance was read for 2 minutes at 340nm and 25°C using a SPECTROstar Nano (BMG Labtech). After recording of the baseline, 6μl ubiquinone1 (10 mM) was added to cuvettes, and the change in absorbance (Δabsorbance) was immediately recorded for 2 minutes at 340nm and 25°C. To calculate the ubiquinone-dependent Δabsorbance, the baseline Δabsorbance was subtracted from Δabsorbance recorded after ubiquinone1 addition. The rotenone-sensitive Δabsorbance for each sample was then calculated by subtracting the Δabsorbance/minute with rotenone from the Δabsorbance/minute without rotenone. Rotenone-sensitive complex I activity was calculated using the following equation: enzyme activity (nmol/min/mg) = (Δabsorbance/min × 1,000)/[(extinction coefficient × volume of sample used in ml) × (sample protein concentration in mg/ml)], where the extinction co-efficient = 6.2 (NADH), volume = 1 and sample protein concentration = 0.03.

For measurement of citrate synthase activity, 5μg/ml isolated mitochondria were added to a cuvette containing 500μl Tris (200mM, pH 8.0) with 0.2% Triton X-100, 100μl freshly prepared 5,5-dithio-bis-(2-nitrobenzoic acid) (DNTB, 1mM) and 30μl acetyl CoA (10 mM). Volumes were then adjusted to 950μl using ddH_2_O. After mixing, baseline absorbance was read for 2 minutes at 412nm at 25°C using a SPECTROstar Nano (BMG Labtech). After recording of the baseline, 50μl freshly prepared oxaloacetic acid (10mM) was added to the sample, and the change in absorbance was recorded for 3 minutes at 412nm and 25°C. To calculate the oxaloacetic acid-dependent Δabsorbance, the baseline Δabsorbance was subtracted from Δabsorbance recorded after oxaloacetic acid addition. Citrate synthase activity was calculated using the same equation as for determining complex I activity, where the extinction co-efficient = 13.6 (TNB), volume = 1 and sample protein concentration = 0.005.

### ATP luciferase assay

20 fly heads were used for each replicate. To obtain fly heads, flies were placed into a 15ml falcon tube and snap-frozen in liquid nitrogen, before being vortexed 3 times for 5 seconds each. The tube contents were then tipped onto paper over dry ice, and heads were collected into an Eppendorf using a cold paintbrush. Snap-frozen fly heads were mashed using a pestle in 200μl buffer consisting of 100mM Tris (pH 7.4) and 4mM EDTA (pH 8.0) in ddH_2_O. Ground fly heads were immediately heated at 95°C for 3 minutes and spun down at 14000g for 5 minutes. The resulting supernatant was then diluted either 1 in 50 or 1 in 2 in ddH2O. The ATP luciferase assay was performed using an ATP determination kit (A22066, Thermo Scientific), and following manufacturers protocols. Luminescence levels were read using a Clariostar monochromator microplate reader (BMG Labtech), and fly ATP levels were calculated from a standard curve produced using the ATP standards. Sample protein concentrations were determined using a Pierce BCA assay (Thermo Fisher Scientific), following manufacturer’s protocols.

### Immunofluorescence and imaging

Images were taken using a Nikon A1R confocal microscope or a Nikon Vt-iSIM super resolution microscope with NIS Elements software.

Antibody fluorescence levels were quantified using ImageJ. For experiments measuring larval ATF4 or eIF2α-P expression levels, the cellular membrane marker CD8-GFP was used to identify cells to be quantified. Maximum intensity projections were then produced from Z-stacks of the dorsal side of the VNC. For quantification of ATF4 levels, 20 nuclei were identified in the green channel (based off of CD8-GFP expression), and circled using the ‘freehand selections’ tool. The mean fluorescence intensity of the nuclei selected was then recorded in the ATF4 expression channel (red channel). The same method was used to quantify eIF2 α-P levels, except cytoplasmic regions were circled instead of nuclei. Förster resonance energy transfer (FRET)–based ATP biosensor AT-NL [28] imaging and quantification was performed as described previously [29]. Primary antibodies were rat anti-ATF4 (1:200, [9]), were rabbit anti-P-eIF2α (1:500, anti-Phospho-eIF2α [Ser51], Cell Signaling Technology 9721). Secondary antibodies were goat anti-rabbit Alexa Fluor 546 (Invitrogen A11035), goat anti-rat Alexa Fluor 555 (Thermo Fisher A21434).

The number of SPLICS GFP puncta was quantified using NIS-Elements advanced research software (v5.01.00, Nikon). Images of larval VNCs were first cropped in the XY plane so that only whole neuromeres remained. Next, images were processed using the ‘General Analysis (GA3)’ tool. Within GA3, an analysis flow chart was set up to identify and quantify the number of bright 3D spots within the GFP channel. The same diameter, z-axis elongation and intensity thresholds were applied to all images. The number of GFP spots in the image was used as a measure of the number of contacts per neuromere.

A Vt-iSIM super resolution microscope (Nikon) was used to capture mitoGFP expression. Samples were first located on the slide using 20x magnification. Images were taken at 100x magnification and 1.5x zoom using an SR Apo TIRF 100x oil immersion lens (NA = 1.49). Z-stacks each 100nm in depth were taken of the dorsal side of the VNC. All Images taken were 1000 x 1440 pixels in size at a resolution of 43.29nm/pixel. Images were deconvolved within NIS-Elements software using a blind algorithm with 10 iterations. To quantify mitochondrial number and volume images were analysed using the Measurement tool in Volocity (v6.3.1, PerkinElmer). A region of interest (ROI) 1.6x1.6μM in height and width was placed within a cell, positioned so that in all Z-stacks, the ROI remained within the same cell and excluded the nucleus. For each condition, a total of 30 ROIs were analysed from across 6 images, with each ROI placed in a different cell.

### Western blot analysis

For each biological replicate, 10 male and 10 female flies were used. Flies were first homogenised in 40μl 1X sample buffer using a pestle in a 1.5ml Eppendorf and spun down at 14000g for 5 minutes. The 1X sample buffer consisted of 50mM Tris-HCl pH 6.8, 10% v/v glycerol, 2% w/v SDS and 0.01% w/v bromophenol blue. 100mM dithiothreitol (DTT) was added and samples were boiled at 95°C for 5 minutes. Samples were stored at -20°C. Antibodies used were rabbit anti-VDAC (1:1000; ab14374, Abcam), mouse anti-Ndufs3 (1:500; ab14711, Abcam), rabbit anti-actin (1:5000; 4967, Cell Signalling Technology), anti-rabbit phospho-AMPK (Thr172; #2535, Cell Signalling Technology). Total protein staining was performed using the REVERT Total Protein Stain Kit (926–11010, LiCor).

### RNA sequencing (RNA-Seq) transcriptomic analysis

20 snap frozen fly heads (10 male and 10 female, 2 days old) were used for each replicate and placed into 100 μL of lysis buffer + β-mercaptoethanol from the Absolutely RNA Microprep kit (Agilent Technologies). Each genotype was prepared in quadruplicate. RNA was extracted from using the Absolutely RNA Microprep kit according to the manufacturer’s protocol. The samples were sent on dry ice to Novogene Ltd. Sequencing libraries were generated using NEBNext Ultra TM RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s recommendations. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina platform and paired-end reads were generated. Raw data (raw reads) of FASTQ format were firstly processed through fastp. Paired-end clean reads were mapped to the *Drosophila*_melanogaster ensemble 102 genome using HISAT2 software. Featurecounts was used to count the read numbers mapped of each gene, then RPKM (Reads Per Kilobase of exon model per Million mapped reads) of each gene was calculated based on the length of the gene and reads count mapped to this gene [70]. Differential expression analysis between conditions was performed using DESeq2 R package [71]. P values were adjusted using the Benjamini and Hochberg’s approach for controlling the False Discovery Rate (FDR). Genes with an adjusted P value < 0.05 found by DESeq2 were assigned as differentially expressed. GO enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package [72], in which gene length bias was corrected. GO terms with corrected P value less than 0.05 were considered significantly enriched by differential expressed genes. The clusterProfiler R package was used to test the statistical enrichment of differential expression genes in KEGG pathways. The heatmap was generated using SRPlot (http://www.bioinformatics.com.cn/srplot). *Drosophila* homologs of mouse ATF4 target genes [42] were identified using the Drosophila RNAi Screening Center Integrative Ortholog Prediction Tool [73] and only homologs with a high rank were included. RNA-Seq data have been deposited in NCBI’s Gene Expression Omnibus [74] and are accessible through GEO Series accession number GSE214562 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE214562).

### Metabolomic analysis

Twenty adult flies (10 males and 10 females, 2 days old) for each replicate were snap-frozen on liquid nitrogen in a 15 ml Falcon tube and then vortexed for 5 s five times to decapitate. Heads were then quickly separated and stored at −80°C. Soluble metabolites were extracted directly from snap-frozen samples using cold acetonitrile/water (80/20, vol/vol) at 1 μl per 50 μg of samples. Fly heads were disrupted for 15 s by ultrasonication (Branson Sonifier 250) followed by vortexing for 3 times (60 s / time, 1 min on ice in between each vortex). Homogenized samples were incubated at −80°C overnight to precipitate proteins and subsequently thawed, vortexed, and centrifuged at 18,000 × g for 30 min at 4°C to pellet the debris. The supernatants were transferred to new vials and analysed by HPLC and high-resolution mass spectrometry and tandem mass spectrometry (MS/MS) as described in [9]. Raw values were normalised to total ion count. Metabolomic data were analysed using MetaboAnalyst 5.0 [75]. Metabolites which were not detected in three or more replicates for at least one condition were excluded from analysis. For pairwise global metabolite analysis, individual metabolite concentrations were compared using multiple unpaired two-way t-tests, and p values were adjusted for the FDR using the Benjamini–Hochberg method for multiple-hypothesis testing [76]. FDR-adjusted p values <0.05 were considered statistically significant. Pairwise MSEA was performed using the ‘quantitative enrichment analysis (QEA)’ algorithm [77]. The overall metabolite profile (S4 Table) was used as the reference library. FDR-adjusted p-values≤0.05 were considered statistically significant. Using QEA, a p value and a Q statistic, a description of the correlation between compound concentration profiles and clinical outcomes, were generated for each metabolic pathway. The actual Q-statistic calculated for each pathway was divided by the expected Q-statistic to provide the ‘enrichment ratio’. FDR-adjusted p-values≤0.05 were considered statistically significant.

### Transmission electron microscopy (TEM)

TEM of larval CNS tissue was performed as described previously [50]. Briefly, tissues from third instar wandering larvae were dissected and fixed in 0.1 M NaPO4, pH 7.4, 1% glutaraldehyde, and 4% formaldehyde, pH 7.3, overnight. Fixed larval preparations were washed 3× in 0.1 M NaPO_4_ before incubation in OsO_4_ (1% in 0.1 M NaPO_4_, 1% potassium ferrocyanide (w/v) in 0.1 M NaPO_4_; 2 h), dehydrated in an ethanol series, and embedded using Epon araldite resin. Sections were imaged using a transmission electron microscope (TECNAI 12 G2; FEI) with a camera (Soft Imaging Solutions MegaView; Olympus) and Tecnai user interface v2.1.8 and analySIS v3.2 (Soft Imaging Systems).

Two day old dissected adult fly brain samples were post-fixed with 1% (w/v) osmium tetroxide and 1% potassium ferrocyanide (w/v) in 0.1M sodium phosphate buffer (pH 7.4) for 1 hour before being washed and dehydrated through a graded acetone series. Samples were then infiltrated with increasing concentrations of SPURR epoxy resin/acetone mixture before being placed into 100% resin overnight with rotation. The following day, the samples were infiltrated further before embedding (with the dorsal face orientated toward the sectioning plane) and polymerised at 70°C for 24 hours.

Ultrathin sections (50-70nm) were prepared using a Leica UC7 ultramicrotome (Leica microsystems, Vienna), mounted on grids and contrasted using UranyLess (22409 Electron Microscopy Sciences, USA) and lead citrate (22410 Electron Microscopy Sciences, USA). Samples were examined on a JEOL JEM 1400 Flash (JEOL, Japan) transmission microscope operated at 80 kV and images were acquired with a JEOL Flash Camera.

Mitochondrial contacts were quantified in ImageJ (version 1.52). Mitochondria with ER contacts were identified by observing a 30nm or less distance between the mitochondria and ER. For positive contacts, mitochondria circumferences were measured and recorded. The length of the ER with a distance <30nm was also measured and then divided by the mitochondria circumference to calculate the proportion of the mitochondrial membrane in contact with the ER.

### Statistical analyses

Continuous data are expressed as mean ± S.E.M unless stated otherwise. Non-continuous data are expressed as percentages unless stated otherwise. Excluding metabolomic data, all data were analysed using Prism 8 (GraphPad). Student’s unpaired two-way t-tests were used for pairwise comparisons of continuous data. An F-test was used to test for unequal variances, and where significant, Welch’s correction was applied to the t-test. A one-way ANOVA with Tukey’s post-hoc test was used for continuous data with multiple comparisons. Where variances were unequal, Welch’s ANOVA followed by Dunnett’s T3 multiple comparisons test was used. Chi-squared test and Fisher’s tests were used for non-continuous data, and were applied to the raw values rather than percentages. The log-rank test was used for lifespan data. For the NADH dehydrogenase activity assay data were normalised to the control and then transformed using log base 2. P values <0.05 were considered significant; * p<0.05, ** p<0.01, *** p<0.001, ****p<0.0001, n.s. non-significant. Experimental conditions where all values were equal to 0 were not included in statistical analysis.

## Supporting information

S1 Fig Validation of ND-75^KD^. (A) qRT-PCR analysis of ND-75 mRNA levels from adult flies with ubiqitious ND-75^KD^ using *Da-GS-Gal4*. n = 8 biological replicates for all genotypes. (B) Complex I activity in mitochondria isolated from adult flies with ubiqitious ND-75^KD^ using *Da-GS-Gal4*. Control n = 5, ND-75^KD^ n = 5 biological replicates. (C) Western blot analysis of ND-30 expression in adult flies with ubiqitious ND-75^KD^ using *Da-GS-Gal4*. (D, E) Quantification of ND-30 expression relative to actin (D) and the mitochondrial outer membrane protein VDAC (E). Control n = 3, ND-75^KD^ n = 3 biological replicates. (F) Heterozygous ND-75 RNAi flies do not have a climbing phenotype. n = 11 for all genotypes. (H) (G) Ubiqitious ND-75^KD^ using *Da-GS-Gal4* causes a strong climbing phenotype. Control n = 11, ND-75^KD^ n = 11. (H) Reduced climbing abilty of flies expressing an alternative ND-75 shRNA (HMS00854) in neurons with *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Control n = 11, ND-75^KD^ n = 11. Controls are *Da-GS-Gal4* or *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. 5 day old male and female flies were used in (A)-(E). 1 day old male flies were used in (F, H). 5 day old male flies were used in (G). Data are represented as mean ± SEM and were analysed using Student’s unpaired t-test. ns not significant, *p<0.05, ***p < 0.001, ****p < 0.0001.
(TIF)

S2 Fig ND-75^KD^ does not alter ATP levels in larval neurons. (A-B”) Fluorescence emission of a control ATP insensitive probe (AT-RK) (A-A”) and the ATP-sensing AT-NL probe (B-B”) when excited at 405nm (CFP, cyan) and 488nm (FRET, yellow) in larval motor neurons using *OK371-Gal4*. (C) Quantification of CFP/FRET fluorescence. Control n = 5, ND-75^KD^ n = 5 larval CNS. (D-E”) AT-NL fluorescence emission of control and ND-75^KD^ larval motor neurons when excited at 405nm (CFP, cyan) and 488nm (FRET, yellow) using *OK371-Gal4*. AT-RK n = 9, AT-NL n = 11 larval CNS. (F) Quantification of CFP/FRET fluorescence in control and ND-75^KD^ neurons. Control n = 11, ND-75^KD^ n = 11 larval CNS. (G) ATP levels measured in whole heads from control flies or with with pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Control n = 8, ND-75^KD^ n = 8 biological replicates. (H)Lactate levels from metabolomic analysis of pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-Gal4*. Control n = 6, ND-75^KD^ n = 6.. 2 day old male and female flies were used in (G) and (H). Controls are *OK371-Gal4* or *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. Student’s t test. Data are represented as mean ± SEM. ns not significant, *p < 0.05.
(TIF)

S3 Fig Validation of the SPLICS reporter. (A, B) Visualisation of ER-mitochondria contacts by SPLICS expression in larval motor neurons using *OK371-Gal4* in control (A) and with IP_3_R knockdown (B). (C) Quantification of ER-mitochondria contacts. Control n = 6, IP_3_R n = 6 larval CNS. (D) Climbing ability of flies with Hsc70-3^[K97S]^ and Hsc70-3^[D231S]^ overexpression in neurons using *nSyb-Gal4*. Control n = 15, Hsc70-3^K97S^ n = 15. Controls are *OK371-Gal4* or *nSyb-*Gal4 hemizygotes. Data are represented as mean ± SEM and were analysed using Student’s t test. ***p < 0.001, ****p < 0.0001 (E, F) GO cellular component (E) and molecular function (F) analyses of genes with significantly increased expression in head tissue from pan-neuronal ND-75^KD^ using *Tub-Gal80*^*ts*^; *nSyb-*Gal4.
(TIF)

S4 Fig Altered ROS levels in ND-75^KD^ larval neurons do not contribute to neuronal dysfunction. (A-D) mito-roGFP2-Grx1 expression showing merge of 405nm excitation (blue) and 488nm excitation (green) emission fluorescence in control (A) and ND-75^KD^ (B), NDI1 expression (C) and or ND-75^KD^ with NDI1(D) larval motor neurons using *OK371-Gal4*. (E) Quantification of mito-roGFP2-Grx1 405nm and 488nm excitation fluorescence. n = 15 larval CNS for all genotypes. (F-J) Climbing ability of pan-neuronal ND-75^KD^, using *Tub-Gal80*^*ts*^; *nSyb-Gal4*, with: (F) SOD1 RNAi, control n = 25, SOD1 RNAi n = 24, ND-75^KD^ n = 24, ND-75^KD^;SOD1 RNAi n = 22 flies. (G) SOD2 RNAi, control n = 21, SOD2 RNAi n = 21, ND-75^KD^ n = 7, ND-75^KD^;SOD2 RNAi n = 7 flies. (H) SOD2 overexpression (o/e), control n = 25, SOD2 o/e n = 25, ND-75^KD^ n = 5, ND-75^KD^;SOD2 o/e n = 5 flies. (I) catalase overexpression (o/e), control n = 27, catalase o/e n = 24, ND-75^KD^ n = 11 ND-75^KD^; catalase o/e n = 7 flies. (J) mitocatalase overexpression (o/e), control n = 15, mitocatalase o/e n = 15, ND-75^KD^ n = 3 ND-75^KD^; mitocatalase o/e n = 5 flies. Controls are *OK371-Gal4* or *Tub-Gal80*^*ts*^; *nSyb-Gal4* hemizygotes. 1 day old male flies were used in (G-J). Student’s t test. Data are represented as mean ± SEM. n.s. not significant, *p < 0.05, **p<0.01, ***p<0.001, ****p < 0.0001.
(TIF)

S1 Table Genes with significantly increased expression in head tissue from pan-neuronal ND-75^KD^ using Tub-Gal80^ts^; nSyb-Gal4.

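S1 Table lists genes that the authors' DESeq2 test called higher in ND-75 KD heads, of which the first 1492 were read here and 202 were not used here, and no set test was run on the table. Its fold changes are the authors' own values for the comparison of the same 8 libraries. Of the genes called higher by the authors' deposited table, 1421 were also called higher by edgeR's quasi-likelihood test.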

S2 Table Genes with significantly decreased expression in head tissue from pan-neuronal ND-75^KD^ using Tub-Gal80^ts^; nSyb-Gal4. In column N, complex I genes are highlighted in green, complex II genes highlighted in blue (also components of the TCA cycle), complex III genes highlighted in red, compex IV genes highlighted in yellow, complex V genes highlighted in gray. TCA cycle genes are highlighted in orange (except SdhA-D in blue).

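S2 Table lists the genes called lower in the same comparison, of which the first 1488 were read here and 529 were not used here. In the authors' deposited table log2 fold changes are given as control over ND-75 KD, so that genes lower in ND-75 KD heads have positive values there and negative values in the data beside the results. Of the genes that table calls lower, 1860 were also called lower by edgeR's quasi-likelihood test.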

(XLSX)

S3 Table Results of GO analysis showing significantly enriched biological process (BP), cellular component (CC) and molecular function (MF) in genes with significantly increased expression in ND-75^KD^ flies.

S4 Table Results of GO analysis showing significantly enriched biological process (BP), cellular component (CC) and molecular function (MF) in genes with significantly decreased expression in ND-75^KD^ flies.

S5 Table Drosophila homologs of mammalian ATF4 target genes with significantly increased expression in ND-75^KD^ flies.

S6 Table Metabolite levels, normalised to total ion count, from control (hemizygous Tub-Gal80^ts^; nSyb-Gal4), or pan-neuronal ND-75^KD^, NDI1, or ND-75^KD^ + NDI1 using Tub-Gal80^ts^; nSyb-Gal4 fly head tissue. Colour of metabolite ID stands for: black = identity confirmed by standard or MS2, red = cannot separate, orange = identity not confirmed.
(XLSX)

S7 Table Metabolites with significantly altered levels in head tissue from control versus pan-neuronal ND-75^KD^ using Tub-Gal80^ts^; nSyb-Gal4.

S8 Table Details of Drosophila strains used.

# Supplementary material for: Yeast NDI1 reconfigures neuronal metabolism and prevents the unfolded protein response in mitochondrial complex I deficiency
**Source:** PLoS Genet. 2023 Jul 3;19(7):e1010793. doi: 10.1371/journal.pgen.1010793
**Supplement:** S8 Table

| **Stock** | **Full genotype** | **Source & stock number** | **Construct ID** | **Reference** |
| --- | --- | --- | --- | --- |
| *w^1118^* | *w[1118];+/+;+/+;+/+* | BDSC 6326 |  |  |
| *nSyb-Gal4* | *y[1] w[*]; +/+; P{nSyb-GAL4.S}3; +/+* | BDSC 51635 |  |  |
| *UAS-Dcr2;OK371-Gal4,UAS-CD8-GFP* | *UAS-Dcr2;OK371-Gal4,UAS-CD8-GFP; +/+;+/+* | From Darren Williams, King’s College London |  | [1] |
| *UAS-PERK RNAi* | *y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMJ02063}attP40; +/+;+/+* | BDSC 42499 | HMJ02063 | [2] |
| *Daughterless GeneSwitch-GAL4* | *w[*]; P{da-GSGAL4.T};+/+;+/+* | Nazif Alic, University College London |  | [3] |
| *Tubulin-GAL80^ts^* | *w[*]; P{w[+mC]=tubP-GAL80[ts]}10; TM2/TM6B, Tb[1];+/+* | BDSC 7108 |  |  |
| *UAS-ND-75 RNAi* | *y[1] sc[*] v[1] sev[21]; +/+;P{y[+t7.7] v[+t1.8]=TRiP.HMS00853}attP2;+/+* | BDSC 33910 | HMS00853 | [2] |
| *UAS-ND-75 RNAi* | y[1] sc[*] v[1] sev[21]; +/+;P{y[+t7.7] v[+t1.8]=TRiP.HMS00854}attP2;+/+ | BDSC 33911 | HMS00854 | [2] |
| *UAS-mitoGFP* | *w[1118]; P{w[+mC]=UAS-mito-HA-GFP.AP}2/CyO;+/+;+/+* | BDSC 8442 |  | [4] |
| *UAS-SPLICS_L_* | *w[*];+/+;UAS-SPLICS_L_;+/+* | This study |  |  |
| *UAS-IP_3_R RNAi* | *y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.GLC01786}attP40;+/+;+/+* | BDSC 51686 | GLC01786 | [2] |
| *UAS-Hsc70-3^K97S^* | *w[126]; P{w[+mC]=UAS-Hsc70-3.K97S}D;+/+;+/+* | BDSC 5842 |  |  |
| *UAS-Hsc70-3^D231S^* | *w[126]; P{w[+mC]=UAS-Hsc70-3.D231S}D;+/+;+/+* | BDSC 5841 |  |  |
| *UAS-NDII* | *w[*];+/+;UAS-NDI1;+/+* | Alex Whitworth, MRC Mitochondrial Biology Unit, Cambridge |  | [5] |
| *UAS-ATeam1.03NL (AT-NL)* | *w[*]; P{w[+mC]=UAS-AT1.03NL}1;+/+;+/+* | Kyoto DGGR 117011 |  | [6] |
| *UAS-ATeam1.03RK (AT-RK)* | *w[*]; P{w[+mC]=UAS-AT1.03RK}1 / CyO;+/+;+/+* | Kyoto DGGR 117013 |  | [6] |
| *UAS-Sod-1 RNAi* | *w[1118]; P{KK102426}VIE-260B;+/+;+/+* | VDRC 108307 | KK102426 |  |
| *UAS-Sod-2 RNAi* | *w[1118]; P{KK108954}VIE-260B;+/+;+/+* | VDRC 110547 | *KK108954* |  |
| *UAS-Sod-2* | *w[1118]; UAS-Sod2;+/+;+/+* | From Matthias Landgraf, University of Cambridge. |  | [7] |
| *UAS-Catalase* | *w[1118]; UAS-Catalase;+/+;+/+* | From Matthias Landgraf, University of Cambridge. |  | [8] |
| *UAS-MitoCatalase* | *w[1118]; UAS-MitoCatalase;+/+;+/+* | From Matthias Landgraf, University of Cambridge. |  | [9] |

**References**

1. Cagin U, Duncan OF, Gatt AP, Dionne MS, Sweeney ST, Bateman JM. Mitochondrial retrograde signaling regulates neuronal function. Proc Natl Acad Sci U S A. 2015;112(44):E6000-9. Epub 2015/10/23. doi: 10.1073/pnas.1505036112. PubMed PMID: 26489648.

2. Perkins LA, Holderbaum L, Tao R, Hu Y, Sopko R, McCall K, et al. The Transgenic RNAi Project at Harvard Medical School: Resources and Validation. Genetics. 2015;201(3):843-52. Epub 20150828. doi: 10.1534/genetics.115.180208. PubMed PMID: 26320097; PubMed Central PMCID: PMCPMC4649654.

3. Tricoire H, Battisti V, Trannoy S, Lasbleiz C, Pret AM, Monnier V. The steroid hormone receptor EcR finely modulates Drosophila lifespan during adulthood in a sex-specific manner. Mechanisms of ageing and development. 2009;130(8):547-52. Epub 20090530. doi: 10.1016/j.mad.2009.05.004. PubMed PMID: 19486910.

4. Horiuchi D, Barkus RV, Pilling AD, Gassman A, Saxton WM. APLIP1, a kinesin binding JIP-1/JNK scaffold protein, influences the axonal transport of both vesicles and mitochondria in Drosophila. Curr Biol. 2005;15(23):2137-41. doi: 10.1016/j.cub.2005.10.047. PubMed PMID: 16332540; PubMed Central PMCID: PMCPMC1532932.

5. Sanz A, Soikkeli M, Portero-Otin M, Wilson A, Kemppainen E, McIlroy G, et al. Expression of the yeast NADH dehydrogenase Ndi1 in Drosophila confers increased lifespan independently of dietary restriction. Proc Natl Acad Sci U S A. 2010;107(20):9105-10. Epub 2010/05/04. doi: 0911539107 [pii]

10.1073/pnas.0911539107. PubMed PMID: 20435911; PubMed Central PMCID: PMC2889079.

6. Tsuyama T, Tsubouchi A, Usui T. Mitochondrial dysfunction induces dendritic loss via eIF2alpha phosphorylation. Journal of Cell Biology. 2017;216(3):815-34. doi: 10.1083/jcb.201604065. PubMed PMID: 28209644.

7. Missirlis F, Rahlfs S, Dimopoulos N, Bauer H, Becker K, Hilliker A, et al. A putative glutathione peroxidase of Drosophila encodes a thioredoxin peroxidase that provides resistance against oxidative stress but fails to complement a lack of catalase activity. Biological chemistry. 2003;384(3):463-72. Epub 2003/04/29. doi: 10.1515/bc.2003.052. PubMed PMID: 12715897.

8. Missirlis F, Phillips JP, Jäckle H. Cooperative action of antioxidant defense systems in Drosophila. Curr Biol. 2001;11(16):1272-7. Epub 2001/08/30. doi: 10.1016/s0960-9822(01)00393-1. PubMed PMID: 11525742.

9. Bayne AC, Mockett RJ, Orr WC, Sohal RS. Enhanced catabolism of mitochondrial superoxide/hydrogen peroxide and aging in transgenic Drosophila. The Biochemical journal. 2005;391(Pt 2):277-84. doi: 10.1042/bj20041872. PubMed PMID: 15954861; PubMed Central PMCID: PMCPMC1276925.

How the deposited data were processed for this re-analysis (not part of the article)

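RNA from heads of 2 day old flies was measured in 4 control and 4 ND-75 KD libraries, each from 20 heads (10 male and 10 female). The authors cleaned the reads with fastp, aligned them with HISAT2 and made the deposited counts per gene with featureCounts on the Ensembl 102 annotation, without stating versions. The deposited signal values are those counts divided by 1 size factor for each library, made by the authors with DESeq2. The deposited FPKM values, called RPKM in the paper, are counts scaled by the authors to the gene length and to a library size that is not the sum of the listed counts. The deposited log2 fold changes were computed by the authors with DESeq2 as control over ND-75 KD. The deposited p-values are the authors' DESeq2 values, unadjusted and adjusted by the Benjamini-Hochberg method, and the adjusted p is given as 1 for 2179 genes. Gene names, lengths, coordinates and the transcription factor annotation are those of the authors' table, which holds 13982 genes, and 13913 of the gene IDs matched the release used to check names.

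The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the genotype as group (minimum count 10, minimum total count 15), which left 9986 genes. Libraries were scaled by TMM, the quasi-likelihood test compared the genotypes, and p values were adjusted by the Benjamini-Hochberg method over all tested genes, with a gene called at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Adjusted p values given for genes in the text are from this test unless another is named. The spread between libraries of a group corresponded to a biological coefficient of variation of 0.171. Library totals were 24680283, 21758154, 22756120 and 24327248 counts for Control replicates 1 to 4 and 17967264, 17448199, 21371905 and 24071517 for ND-75 KD replicates 1 to 4. In simulated libraries with these totals and this spread, edgeR recovered 48% of genes changed 1.5-fold, 79.2% of genes changed 2-fold and 100% of genes changed 4-fold or 8-fold, and called 5 unchanged genes, whereas DESeq2 recovered 58%, 85.4%, 100% and 100% and called 22 unchanged genes. The simulation changed 200 genes and had no trend with gene length. In the real libraries 3314 genes were called, so recovery there may differ.

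Gene groups were 37 lists: respiratory complexes, complex I assembly, mitochondrially encoded genes, TCA cycle, antioxidant enzymes, glutathione S-transferases, mitochondrial unfolded protein response, the 39 genes of S5 Table, known ATF4 targets, aminoacyl-tRNA synthetases, ER chaperones, autophagy, mitophagy, cytosolic and mitochondrial ribosomal proteins, translation factors, proteasome, ubiquitin ligases, transcription factors, GABA and glutamate, glycolysis, fatty acid oxidation, heat shock, antimicrobial peptides, cuticle, photoreceptors, neurons, glia, fat body, muscle, hemocytes, sex-biased genes and stock markers. Members called in each direction were counted and tested against all tested genes with a one-sided Fisher's exact test, adjusted over 74 tests, and again in a logistic regression with gene length and mean count. The shift of each list was tested with camera in limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. The estimated correlation called 0 of 37 lists, so an adjusted p from it does not tell lists apart. List members with no values in the table or too few reads, among them ND-MNLL, UQCR-14, mAcon2 and Hsp22, were not analysed here.

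Genes named in the text were those the paper names for these libraries and crc, the 10 higher and the 10 lower protein-coding genes with the largest change among called genes with a mean of at least 10 CPM and groups that do not overlap, the 3 called members with the smallest adjusted p in each list, and every member of lists of 13 or fewer genes, 214 genes in all, of which some were left out of the text. Values of some of them in S1 Table and S2 Table had been seen when this rule was written. The following were chosen after their values were seen: kdn, Idh, Idh3a, Idh3b, CG5028, Fum1, Mdh2, ScsbetaA, Scsalpha1, Pdha, Nc73EF, CG7430, Prx2540-1, Prx2540-2, Sod1, Cat, EloB, EloC, Thor, Sesn, scyl, AsnS, RpS10a, GstT4, Xbp1, Hsc70-3, Rpt4R, Atg9, Atg13, Atg101, ND-30, eIF4EHP, eIF2Bdelta, eIF4G2, eIF5, Act87E and CG14989.

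The ratio of nuclear to mitochondrially encoded respiratory chain counts was compared by an exact permutation test over all regroupings of the libraries. Alternatives were DESeq2 1.42.0, DESeq2 size factors or upper quartile scaling in edgeR, no filter or at least 10 reads in every library, limma voom with sample quality weights, removal of the trend of counts on gene length in each library by a loess fit with a span of 0.5, the replicate number as a block, glmTreat against a fold of 1.2, and each library left out in turn. DESeq2 on every gene of the table and a fit without the genes of the mitochondrial genome were chosen after seeing the data. GO and KEGG terms were not used here. The result of 1 list member is not reported here.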

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

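The tests on muscle cells, on part of the pools, on the fat body share, on females and on low counts were chosen after the result was seen, and the bounds of the gene length tests were made stricter, and those for excluding fewer muscle cells, a lower fat body share and low counts were changed, after their results were seen.

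Respiratory chain, TCA cycle and cytosolic ribosomal protein genes were lower together, and those of the respiratory chain and the ribosome are mostly short. For ribosomal protein genes 0% of 10000 lists matched on length and mean count had a median as low as −0.97. The matched lists had a median of −0.55 (central range −0.65 to −0.44). Gene length and level therefore go with part of the fall and do not account for all of it. The matched lists do not carry the correlation among ribosomal protein genes, estimated at 0.56. Respiratory chain genes were lower in 52 of 66 cases without Control replicate 2, so that library alone does not explain them. Gene length remains open for the respiratory chain (3.8% of matched lists as low as −0.58) and the TCA cycle (13.61% as low as −0.35). Matched lists had medians of −0.44 and −0.23, and the trend had a rho of 0.20 without Control replicate 2. Once the trend was removed, the camera test at the preset correlation, which also responds in other splits of the libraries, still called some of these lists. It gave adjusted p = 1.11e-07 for complex I subunits, 1.12e-04 for the TCA cycle and 0.00598 for complex V, but 0.0516, 0.124 and 0.0527 for complexes II, III and IV. Fewer muscle cells stay open, as contractile protein genes had a median of −0.066 against −0.58 but −0.11 against −0.33 once the length trend was removed, and so do a response to complex I loss and a difference in genetic background between the stocks, which the design joins. Marker genes of the fat body (8 of 11, median −0.70), hemocytes (5 of 6, −0.81) and photoreceptors (6 of 15, −0.14) were also lower, and those of neurons higher (9 of 15, 0.39). A smaller part of RNA from the former cells is not separated from a change of these genes.

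Antimicrobial peptide genes were higher in 13 of 15 cases (adjusted p = 0.276 with an estimated correlation by limma's camera test), with DptA, AttA (6.43) and Drs (2.26) among them, while 8 of 11 fat body genes were lower, FASN1 at −1.45 and apolpp at −1.32, as were 5 of 6 hemocyte genes (3 without Control replicate 1 or 3 or ND-75 KD replicate 1, 3 or 4), with Hml at −1.78 and Sr-CI at −1.75, and 3 of 5 sex-biased genes (adjusted p = 0.267 with an estimated correlation for each of these lists). The peptide list does not hold the antimicrobial genes Drsl4 and Listericin, which were lower, with log2 fold changes of −3.34 and −2.74. Both were among the 10 lower genes named for the largest change, so the rise is stated for the listed peptide genes only. In 4 of 4 ND-75 KD libraries most listed peptide genes exceeded every control library, so an immune response in only part of the pools is ruled out. The changes of the 14 fat body and yolk protein genes differed (Cochran's Q against chi-square, p = 8.42e-19), but genes that are also expressed in other cells would differ under a lower share of fat body too. Fewer females would raise the male-specific roX RNAs, which moved by −0.25 on average, so the fall of Yp1 (−2.27) and Yp2 (−2.04) is not explained that way. A lower share of fat body, an infection of 1 stock and a difference in genetic background remain open. So does a response to the knockdown, in neurons or through leaky RNAi in other cells.

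Changes over 8-fold were seen in 56 genes, 45 higher and 11 lower, with the groups apart for 55. Of these, 7.14% had a mean under 1 CPM in both groups, but the filter leaves few such genes, and 37 had one in the lower group, so that low counts stay open for the size of these changes. On chromosome 3, which carries the RNAi insertion, lay 51.8% against 44.0% of other tested genes (odds ratio 1.36, one-sided Fisher's exact test, p = 0.152), which leaves a link to that chromosome open. The marker genes y (4.23) and v (−1.94), with w (0.32) and sev, differ between the genotypes. The paper's stock list gives the RNAi line alleles of y, v and sev and an insertion that carries y and v. Differences at these marker genes are thus tied to the stock, and were not tested as a response to complex I loss. w was not called against a fold of 1.2 or without ND-75 KD replicate 1, 2 or 3 (0.30 to 0.32). A difference in genetic background and a response to the knockdown stay open as well, as the design does not separate them.

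Besides the antimicrobial peptide, fat body and hemocyte lists given above, lists the paper does not discuss and that were enriched among changed genes were glutathione S-transferases (17 lower of 31), aminoacyl-tRNA synthetases (10 of 20), cytosolic ribosomal proteins (82 of 83), mitochondrial ribosomal proteins (27 of 72), translation factors (25 of 41), fatty acid oxidation (11 of 16) and heat shock (13 of 17), all lower, and cuticle proteins (13 of 47) and neurons (9 of 15), both higher. Mitochondrial ribosomal proteins were no longer enriched with gene length and mean count in a logistic regression. With an estimated correlation camera called 0 of all 37 lists, these included.

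Of 312 groups of 4 libraries, 13 held a library far from the others, where chance gives 15.6 at 1 in 20. The gap over the range was 0.84 for the TMM factor (ND-75 KD replicate 2), 0.896 for ND-75 (ND-75 KD replicate 3), 0.885 for CG11313 and 0.857 for AttA (Control replicate 4), 1 for CG3397, 0.905 for CG5214 and 0.890 for sta (ND-75 KD replicate 3), 0.841 for Hsp68 and 0.886 for Idh3b (Control replicate 3), 0.846 for CG9705 and 0.894 for alrm (ND-75 KD replicate 1), 0.850 for Mdh2 (Control replicate 2) and 0.861 for Sil1 (ND-75 KD replicate 2).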

How the results depend on the processing

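DESeq2 on every gene and the fit without mitochondrial genes were tests chosen after seeing the data; the others were not. Every alternative called more lower than higher genes, with counts within 1.5 times of the reported ones (1154 and 1553 with the replicate block, 1996 and 2349 with voom and sample weights) except 696 and 1121 with glmTreat, which asks for a larger change, and 931 higher without ND-75 KD replicate 3 (931 to 1723 with 1 library left out). Replicate numbers show no pairing of libraries, as residual correlations between libraries of the same number were −0.11, −0.04, −0.01 and 0.03. Complex I counts stayed within 1.5 times their value in all settings (22 to 37 of 41). Complex II to V genes numbered 13 with the length offset, 14 with the replicate block, 10 with both, 9 with glmTreat and 11 to 29 with 1 library left out, and TCA cycle genes 8 with the block, 8 with block and length offset, 3 with glmTreat and 7 to 16 with 1 library left out. Under glmTreat antioxidant genes numbered 7 (8 to 15 with 1 library left out), S5 Table genes 17, autophagy genes 2, and Gad1 (0.50) missed the threshold. Genes of the mitochondrial unfolded protein response called higher were 2 under DESeq2, DESeq2 size factors, upper quartile, voom, the length offset with or without the block, DESeq2 on every gene and the fit without mitochondrial genes, and 1 to 2 with 1 library left out. Mitochondrially encoded genes called lower were 1 without a filter and 0 to 2 with 1 library left out (2 without Control replicate 1, 1 without Control replicate 4). The nuclear to mitochondrial ratio ranged from −0.56 without Control replicate 2 to 0.030 without Control replicate 4. List shifts fell from 26 to 0 of 37 with an estimated correlation, and enriched lists from 25 to 19 of 74 in the logistic regression. Among single genes, sls (0.30) turned to −0.11 with the length offset and −0.10 with block and length offset, Idh3a ranged from −0.14 to 0.025 (without Control replicate 1) with 1 library left out, and no other gene followed reversed. Of 148 genes followed across the settings, 36 lost their call with glmTreat, 15 with the replicate block, 10 besides sls with the length offset and 21 without ND-75 KD replicate 3, while DESeq2 added 6 calls and voom 9. Where no construction is given, the cause was not tested. Simulated recovery was 48% at 1.5-fold, with 200 changed genes, no trend with gene length and no library set apart. In the real libraries 3314 genes were called, so this recovery is no bound for them. A correction for GC content was not run, as no genome sequence was at hand.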

Differences from the paper's values

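Counts set beside the paper's use its adjusted p threshold of 0.05 but edgeR and a filter on low counts. The paper's 1694 higher and 2017 lower genes stand beside 1429 and 1885 here, within 1.5 times of each other, and DESeq2 on every gene of the table, an alternative chosen after seeing the values that drops 0 of the genes called in the authors' table, gave 1694 and 2017. Beside ND-75 the paper counts 28 lower complex I genes and 30 were lower here, with 32 under DESeq2, 28 without Control replicate 2 and 21 to 36 over the alternatives set before the values were seen. With ND-75 included, DESeq2 on every gene of the table and the authors' table both call 32, so the difference does not close with the paper's own method. The paper's 39 ATF4 target homologs stand beside 33 here, with 39 under DESeq2 and under DESeq2 on every gene of the table.

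The paper names PPP1R15 among the higher genes, whereas its log2 fold change of 0.24 had an adjusted p = 0.0734 from edgeR's quasi-likelihood test. It was called by DESeq2, upper quartile scaling, voom with sample weights, the gene length offset, the block with the length offset, DESeq2 on every gene, and without Control replicate 1. The paper names Atg8a among the higher genes, whereas its log2 fold change of 0.33 had an adjusted p = 0.0630 from edgeR's test. It was called by DESeq2, upper quartile scaling, at least 10 reads in every library, voom with sample weights, the length offset, the block with the length offset, DESeq2 on every gene, the fit without mitochondrial genes, and without Control replicate 1 or 2. Atg1, Atg2 and Atg5 were called here as in the paper.

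The paper describes the second Hsp10 ortholog as unchanged, whereas CG11267 was called lower here, with a log2 fold change of −0.48 and an adjusted p = 0.0264 from edgeR's test, and in the authors' deposited table its adjusted p is 0.0145. It was not called under the length offset, the replicate block, both together, glmTreat, or without Control replicate 3 or ND-75 KD replicate 2, 3 or 4. Hsc70-5 was not called here or in the authors' deposited table (adjusted p = 0.0638), but DESeq2, voom with sample weights and the length offset called it lower.

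The paper states lower expression of citrate synthase and isocitrate dehydrogenase genes, whereas 13 of the 21 TCA cycle genes were called here, with no call for kdn, Idh3b, CG5028, Idh or Idh3a, whose log2 fold changes were −0.19, −0.24, −0.25, −0.34 and −0.09. kdn was called by DESeq2 and DESeq2 on every gene, Idh3b by these and voom with sample weights, Idh and CG5028 by voom and without Control replicate 2, and Idh3a under none of the alternatives.

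The paper states that nuclear and mitochondrial gene expression become unbalanced, whereas the log2 ratio differed by −0.17 (exact permutation test, p = 0.714) and, without Control replicate 2, by −0.56 (exact permutation test, p = 0.0286).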

Other observations

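No test here was chosen after its result was seen, but eIF5, eIF4EHP, eIF4G2, eIF2Bdelta and Act87E were named after their values were seen. Heat shock genes fell, with 13 of 17 lower, among them Hsp27 and Hsp68 (−2.77), and none higher, also at an unadjusted p under 0.05 and with DESeq2, but 1 higher without Control replicate 3 (adjusted p = 0.355 with an estimated correlation by limma's camera test). Translation factor genes were lower in 25 of 41 cases, with eEF1gamma (−0.93), eEF1beta (−1.09) and eIF3d1 (−0.74), and higher in 4, eIF5 (1.19), eIF4EHP (0.59), eIF4G2 (0.53) and eIF2Bdelta (0.53), the last 3 overlapping other genes (adjusted p = 0.267 with an estimated correlation). Neuronal genes were higher in 9 of 15 cases, with elav (0.75), Snap25 (0.68) and VAChT (0.53), which overlaps ChAT. The neuronal genes are long (median 7190 bases), with 5 higher once the length trend was removed (adjusted p = 0.382 with an estimated correlation by limma's camera test). Photoreceptor genes were lower in 6 of 15 cases, with Rh4 (−0.92), ninaE (−0.79) and Rh6 (−0.77) (adjusted p = 0.647 with an estimated correlation). Glial genes moved both ways, with alrm (−0.94), wrapper (−0.42) and Eaat1 lower and Mdr65 (0.30) higher of 10 genes, of which Mdr65 was not called with the length trend removed (0.17) or without Control replicate 4 or any ND-75 KD replicate (0.25 to 0.32), wrapper without Control replicate 3 or ND-75 KD replicate 2 (−0.39), or Eaat1 without ND-75 KD replicate 2, 3 or 4 (−0.47 to −0.45) (adjusted p = 0.647 with an estimated correlation). Of 47 cuticle genes 13 were higher, among them Ccp84Ag (2.40), and 9 were lower, among them Cpr65Au (−0.89) (adjusted p = 0.658 with an estimated correlation). Of 17 muscle genes, Act87E (0.48) and sls (0.30) were higher and Act88F (−1.20) and TpnC41C (−1.08) lower, with TpnC41C at −0.66 without Control replicate 2, Act87E not called without Control replicate 4 or ND-75 KD replicate 1, 2 or 3 (0.36 to 0.47), and sls not without Control replicate 3 or any ND-75 KD replicate (0.27 to 0.35) (adjusted p = 0.949 with an estimated correlation).

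Over the 35 ways to split the 8 libraries into 4 and 4, a result as large as the real one was found in 1 split, the real one, for genes higher (1429) and lower (1885), complex I (31), complex II to V (27), TCA cycle (13) and antioxidant (13) genes lower, genes of the mitochondrial unfolded protein response (1), S5 Table (33) and autophagy (9) higher, and list enrichment (25), with 0 as the highest value of the other splits. For the numbers of higher and lower genes, 1 split of 35 is the most that this test can give. It speaks against chance there without excluding it. Each other split mixes the genotypes and calls 0 genes in all, so any list with 1 called gene or more stands alone in this test and the list counts add nothing to it; for the mitochondrial unfolded protein response, 11.1% were higher against 14.3% of all genes. For list shifts the real split gave 26 lists and the highest other 24, in splits that exchange 1 library between the genotypes and so keep part of their contrast. Balanced splits, with equal numbers of both genotypes on each side, gave 3 to 20 lists while 0 genes were called. In those splits the camera test at a preset correlation responds to structure shared by libraries. For mitochondrially encoded genes all 35 splits gave 0, so nothing can be told from them.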
